# Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis

**DOI:** 10.1093/jxb/erw338

**Published:** 2016-09-12

**Authors:** Jian-Mei Long, Zheng Liu, Xiao-Meng Wu, Yan-Ni Fang, Hui-Hui Jia, Zong-Zhou Xie, Xiu-Xin Deng, Wen-Wu Guo

**Keywords:** Apomixis, citrus, miRNA, nucellar embryony, ovule, RNA-seq.

## Abstract

Nucellar embryony (NE) is an adventitious form of apomixis common in citrus, wherein asexual embryos initiate directly from nucellar cells surrounding the embryo sac. NE enables the fixation of desirable agronomic traits and the production of clonal offspring of virus-free rootstock, but impedes progress in hybrid breeding. In spite of the great importance of NE in citrus breeding and commercial production, little is understood about the underlying molecular mechanisms. In this study, the stages of nucellar embryo initiation (NEI) were determined for two polyembryonic citrus cultivars via histological observation. To explore the genes and regulatory pathways involved in NEI, we performed mRNA-seq and sRNA-seq analyses of ovules immediately prior to and at stages during NEI in the two pairs of cultivars. A total of 305 differentially expressed genes (DEGs) were identified between the poly- and monoembryonic ovules. Gene ontology (GO) analysis revealed that several processes are significantly enriched based on DEGs. In particular, response to stress, and especially response to oxidative stress, was over-represented in polyembryonic ovules. Nearly 150 miRNAs, comprising ~90 conserved and ~60 novel miRNAs, were identified in the ovules of either cultivar pair. Only two differentially expressed miRNAs (DEMs) were identified, of which the novel miRN23-5p was repressed whereas the targets accumulated in the polyembryonic ovules. This integrated study on the transcriptional and post-transcriptional regulatory profiles between poly- and monoembryonic citrus ovules provides new insights into the mechanism of NE, which should contribute to revealing the regulatory mechanisms of plant apomixis.

## Highlight

Integrative mRNA and small RNA analysis between poly- and monoembryonic ovules reveals involvement of an oxidative stress response and a novel miRNA-target regulatory module in initiation of citrus apomixis.

## Introduction

Apomixis is a type of asexual reproduction, by which clonal embryos are formed in the ovules of flowering plants without female meiosis and fertilization. There are generally two patterns of apomixis depending on whether the embryo is developed from the unreduced female gametophyte (gametophytic apomixis) or directly from the nucellar cells (nucellar embryony, NE) (Spillane *et al.*, 2001; Bicknell and Koltunow, 2004). Apomixis has been reported in over 400 angiosperm species distributed among ~40 plant families (Carman, 1997), but is rarely observed in crop plants (Hand and Koltunow, 2014). NE is common in citrus, one of the most commercially important fruit trees worldwide. The majority of citrus genotypes exhibit genetically inheritable polyembryonic seed development, during which somatic embryos develop from the unreduced nucellar cells along with the zygotic embryo (Aleza *et al.*, 2010; Kishore *et al.*, 2012). NE has long been an obstacle for hybrid breeding of citrus, as the hybrid is morphologically indistinguishable from the clonal offspring derived from one polyembryonic seed. However, offspring developed from nucellar embryos are genetically identical to the female parent, making NE not only important for citrus rootstock propagation but also desirable for trait fixation of field crops. Understanding the mechanisms of NE is expected to provide the theoretical basis for resolving the impediments to citrus hybrid breeding and for introducing NE into crops to maintain desirable traits, such as heterosis.

*Citrus* is a large genus with several major species, among which citron (*Citrus medica*), mandarin/tangerine (*C. reticulata*), and pummelo (*C. grandis*) have been known as the three primitive species (García-Lor *et al.*, 2013), whereas the other species have been recognized as hybrids. Sweet orange (*C. sinensis*) was supposed to be progeny of a backcross between pummelo and mandarin (Xu *et al.*, 2013), whereas grapefruit (*C. paradisi*) has long been recognized as a hybrid between pummelo and sweet orange (de Moraes *et al.*, 2007). Most citrus species are polyembryonic, including grapefruit, most mandarin/tangerine cultivars, and sweet orange; whereas citron, pummelo, and a few mandarin/tangerine cultivars such as clementine are monoembryonic. As one of the most important features of citrus, NE has long provoked great interest among researchers, although the determinant factors that initiate the reprogramming of nucellar cells are still unclear. From previous observations of the developing ovules of Valencia sweet orange, with a large nucleus and deeply stained cytoplasm, the nucellar embryo initial cells (NEI cells) are known to be morphologically distinguishable from the surrounding nucellar cells as early as at anthesis (Koltunow, 1993; Koltunow *et al.*, 1995). In earlier reports, it has been proposed that NE is controlled by either a single, two, or multiple loci (Iwamasa *et al.*, 1967; García *et al.*, 1999; Hong *et al.*, 2001*a*). In later studies, molecular markers related to NE were identified (Nakano *et al.*, 2008*a*, *b*; Kepiro and Roose, 2010). The most recent report on genetics of citrus NE suggested that the candidate genomic region for the polyembryony locus is represented by an approximately 380-kb fragment (Nakano *et al.*, 2012). Using subtractive suppression hybridization (SSH)-based microarrays, two apomictic and three non-apomictic genotype-specific genes have been characterized by comparing the cDNA-catalogue in ovules between the poly- and monoembryonic cultivars at anthesis (Nakano *et al.*, 2013). Applying the same approach, the differentially expressed genes were later profiled in ovules of *Citrus sinensis* at pre- and post-anthesis stages (Kumar *et al.*, 2014). These two studies have provided the first description of transcriptome dynamics during early development of nucellar embryos. With the rapid development of sequencing technology and the release of the genome sequence of two citrus species, namely sweet orange (Xu *et al.*, 2013) and clementine (Wu *et al.*, 2014), RNA-seq has become a promising way to profile the genes involved in NE with higher throughput.

Previous studies have indicated that small RNAs (sRNAs) may play regulatory roles in certain types of apomixis. sRNAs are a class of endogenous single-strand, non-coding RNA with a typical length of 20~24 nucleotides (nt), within which miRNA is the most well-studied category and is known to suppress the expression of target genes at the post-transcriptional level via mRNA cleavage or translational inhibition (Bartel, 2004; Voinnet, 2009). Arabidopsis mutants deficient in proteins required for sRNA biosynthesis and function, such as *ARGONAUTE9* (*ago9*), *SUPPPRESSOR OF GENE SILENCING3* (*sgs3*), *RNA-DEPENDENT RNA POLYMERASE6 (rdr6*), and *ago5*, and the maize mutant *ago104*, have been reported to show phenotypes resembling the morphology of diplospory or apospory (gametophytic apomixis) (Olmedo-Monfil *et al.*, 2010; Singh *et al.*, 2011; Tucker *et al.*, 2012). In the model diplosporous plant *Boechera*, the miR156-targeted transcription factor gene *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 11* (*SPL11*) was found to be significantly up-regulated in ovules (Amiteye *et al.*, 2011). However, the involvement of sRNA in NE has not yet been determined.

In this study, NEI stage was taken as the key time point when the nucellar cells are reprogrammed and the cell fate is altered. To investigate the genes, sRNA, and molecular processes involved in NEI of citrus, RNA-seq and sRNA-seq were conducted in ovules between two pairs of poly-/monoembryonic ovules prior to and at the appearance of NEI cells. To reduce the genetic background noise, differentially expressed mRNAs and miRNAs were identified between the poly- and monoembryonic ovules within each pair, followed by overlap determination between pairs. After that, we identified the biological processes and pathways enriched in the poly- or monoembryonic ovules. This integrated transcriptome analysis of mRNA and miRNA should enhance our understanding of the NEI process, and it was anticipated that the candidate regulators of NEI would be identified, including the genes and miRNA-target modules.

## Material and methods

### Ovule collection

We collected ovules of two pairs of poly-and monoembryonic citrus cultivars. One of the pairs were mandarins comprising the monoembryonic ‘Nour’ clementine (CM, *Citrus clementina*) and the polyembryonic ‘Huagan No.2’ Ponkan (PK, *C. reticulata* Blanco) with as many as 20.6±7.9 embryos per seed. The other pair was pummelo/grapefruit comprising the monoembryonic ‘Huanong red’ pummelo (PU, *C. grandis* (L.) Osbeck) and the polyembryonic ‘Cocktail’ grapefruit (GF, *C. paradisi* Osbeck) with 8.2±4.4 embryos per seed. The adult trees were grown in the germplasm repository at Huazhong Agricultural University (Wuhan, Hubei Province, China). For two consecutive years (2012–2013), the cultivars were hand-pollinated at anthesis with the pollen of early-flowering trifoliate orange (*Poncirus trifoliata*). For each cultivar, ovaries were harvested at anthesis (day 0), and at 3, 7, 14, 21, and 28 days after flowering (DAF ) from three individual trees (Fig. 1). Ovules were dissected from the ovaries under a microscope, followed by immediate immersion in RNAlater (Appiled Biosystems, Foster City, CA, USA). Ovules collected in two consecutive years were taken as biological replicates. mRNA-seq and sRNA-seq sequencing libraries were constructed using samples collected at the stages immediately before and at the emergence of NEI cells.

**Fig. 1.**
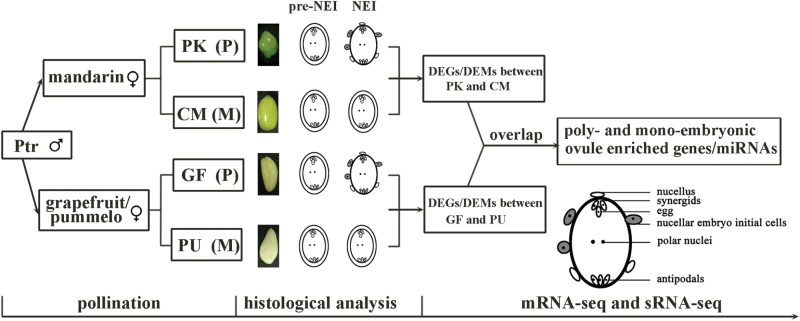
Schematic representation of the experimental design. Ovules collected in 2012 and 2013 were used as two biological replicates. Ptr, precocious trifoliate orange; PK, ‘Huagan No.2’ Ponkan; CM, ‘Nour’ clementine; GF, ‘Cocktail’ grapefruit; PU, ‘Huanong red’ pummelo. P, polyembryonic cultivar; M, monoembryonic cultivar. pre-NEI: the stage immediately before emergence of nucellar embryo initiation (NEI) cells; NEI: the stage at the emergence of NEI cells. DEGs, differentially expressed genes; DEMs, differentially expressed miRNAs. (This figure is available in colour at *JXB* online).

### Paraffin sectioning

Ovaries and ovules were fixed overnight in FAA (formalin/acetic acid/alcohol), and then dehydrated in 70% ethanol for long-term storage. Fixed tissues were continuously dehydrated using an ethanol series, cleared in xylene and embedded in paraffin wax. The specimens were sectioned to a thickness of 8 μm. Sections were then stained with haematoxylin, and examined and photographed using a BX61 microscope (Olympus, Japan).

### RNA isolation, library preparation, and sequencing

For RNA extraction, each sample contained no less than 1000 ovules. Total RNA of about 10 µg was extracted from each sample using Trizol reagent as described previously (Liu *et al.*, 2006), followed by integrity evaluation using a Bioanalyzer 2100 (Agilent, Germany). The total RNA of each sample was not amplified as there was enough for high-throughput sequencing. mRNA-seq and sRNA-seq libraries were constructed, followed by cluster formation and sequencing using an Illumina Genome Analyzer (CapitalBio Corp, Beijing, China).

### Primary analysis of the sequencing reads

The mRNA and sRNA sequencing raw reads were filtered first by removing the low-quality reads, filtering the contaminants, and trimming the adaptor sequences. We further excluded the sRNA reads with no more than two mismatches to the non-coding RNA in the Rfam database (release 10.1, ftp://ftp.ebi.ac.uk/pub/databases/Rfam), including tRNA, rRNA, snRNA, and snoRNA (Griffiths-Jones *et al.*, 2005). For alignment of all RNA-seq reads of PK and CM, the genome sequence of clementine was used as the reference, because clementine is known to be the hybrid of traditional mandarins and sweet orange (Wu *et al.*, 2014). For GF and PU, the genome sequence of sweet orange was used as the reference, because sweet orange is an interspecific hybrid between pummelo and mandarin (Xu *et al.*, 2013), whereas grapefruit is a hybrid that originated from a cross between pummelo and sweet orange (Li *et al.*, 2010). Tophat (Trapnell *et al.*, 2009) and Bowtie (Langmead, 2010) were used for mapping high-quality reads to the reference genome, with two mismatches (for mRNA reads) and no mismatch (for sRNA reads) allowed. The mapped mRNA transcriptome reads were then assembled with Cufflinks (Trapnell *et al.*, 2010). For the mapped sRNA reads, only those of 20–24 nt with counts ≥2 were retained for further analysis. The raw and processed mRNA and sRNA sequencing data were submitted to the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE74384 and GSE74132, respectively.

### Identification of miRNAs and targets

The conserved miRNAs were identified by comparing the sRNA reads with the known plant miRNAs registered in miRBase (http://www.mirbase.org/) (Griffiths-Jones *et al.*, 2006) using fasta36 (http://faculty.virginia.edu/wrpearson/fasta/fasta36/), allowing three mismatches. The novel miRNAs were identified from the unmatched reads. The putative miRNA precursors were identified by MIREAP (https://sourceforge.net/projects/mireap/) according to the criteria of Meyers *et al.* (2008). Only those with precursors found in the genome were identified as conserved or novel miRNAs.

The potential miRNA targets were predicted using the online psRNATarget tool (http://plantgrn.noble.org/psRNATarget/) (Dai and Zhao, 2011) with the default parameters. The miRNA sequences were used as the query, whereas the databases were sweet orange transcript sequences (for GF/PU) and clementine transcripts (version 10) retrieved from the Joint Genome Institute (for PK/CM). The two previously published citrus degradome sequencing datasets (GSE46765 and GSE53064) were used to exclude false targets (Liu *et al.*, 2014; Wu *et al.*, 2015). The target genes were annotated using the blast2GO program (Conesa *et al.*, 2005).

### Gene annotation, expression level comparison, and gene ontology enrichment analysis

The unigenes resulted from the assembly of mRNA reads were annotated by comparison with the non-redundant nucleotide and protein database of NCBI using BLASTN and BLASTX, with an *E*-value cut-off of 1*e*^−5^. The expression levels of the mRNA transcripts were measured as fragments per kilobase of exon per million fragments mapped (FPKM), whereas miRNA read counts were normalized to reads per million (RPM). The differentially expressed genes (DEGs) and miRNAs (DEMs) were identified by edgeR (Robinson *et al.*, 2010). The raw read counts of two biological replicates in each sample were submited as input data, then normalized with the default method of trimmed mean of *M*-values (TMM) (Robinson and Oshlack, 2010). The normalization factors were caculated and then the estimate common dispersions of all tags follow by tagwise dispersions. The DEGs and DEMs were determined using the exact test in the package with the false discovery rate (FDR) set as <0.05 and the absolute log_2_-fold change ≥1.0. Benjamini and Hochberg’s algorithm was used to control FDR by default (Benjamini and Hochberg, 1995), and the fold-changes were calculated as: normalized read counts of sample2/sample1. To show the common DEGs expression profile between two pairs of poly-/monoembryonic ovules, heatmaps were generated using pheatmap in the R package (https://cran.r-project.org/web/packages/pheatmap/index.html).

Gene ontology (GO) enrichment analysis was performed using the web-based agriGO program (GO Analysis Toolkit and Database for Agricultural Community) (Du *et al.*, 2010). The DEGs were searched against Arabidopsis protein sequences (ftp://ftp.arabidopsis.org/Proteins/TAIR10_protein_lists/TAIR10_pep_20101214) using BLASTX (*E*-value <1*e*^–3^) to obtain TAIR10 locus IDs, which were submitted to agriGO as a query. Enriched GO terms were analysed using default parameters (FDR<0.05).

### Quantitative RT-PCR procedures

To accurately evaluate the expression levels of the genes in ovules of the four cultivars, the expressional stability of six previously identified housekeeping genes, *ACT7*, *DIM*, *eIF4α*, *UBC21*, *UBL5*, and *UBQ1* (Mafra *et al.*, 2012; Liu *et al.*, 2013), was assessed using Normfinder (Andersen *et al.*, 2004). *U6* was used as the reference gene for miRNAs (Kou *et al.*, 2012). Quantitative real-time PCR (qRT-PCR) was performed and the results were analysed as described previously (Liu *et al.*, 2013). miRNA expression was detected by stem-loop qRT-PCR (Varkonyi-Gasic *et al.*, 2007). Two independent biological replicates and at least three technical replicates were performed. The primer sequences are presented in Supplementary Table S1 at *JXB* online.

### *Nicotiana benthamiana* transient assay

The transient assay in *Nicotiana benthamiana* was performed as previously described (Sparkes *et al.*, 2006) to test whether certain miRNAs repress the predicted target genes *in vivo*. A stem-loop fragment of the miRNA precursor was amplified and transferred into the pK2GW7 vector (Invitrogen) with an empty vector (EV) as the control. The native target sites (5′-CGTCACAA CAGCCTTTTACGG-3′ in *Cs9g06920* and 5′-TGTCATGGGAGTC TGCTACAG-3′ in *orange1.1t00318*), modified target sites (5′-CGTG GGGAAGAAAAGGGGCGG-3′ in *Cs9g06920* and 5′-TGTCATG AAGAGGGGAAGCAG-3′ in *orange1.1t00318*) that could not be cleaved by miRNAs, and perfect complementary sites (5′-GGTCACAGGAGCCTTCTACAG-3′) were inserted into the pMS4 vector (kindly provided by Dr Feng Li, Huazhong Agricultural University, Wuhan, China) carrying green fluorescent protein (GFP). miRNA and its targets were transformed into *Agrobacterium* strain GV3101 and then co-infiltrated into the *Nicotiana benthamiana* leaves. The leaves were harvested 3 d after infiltration and photographed under a hand-held UV light (Beijing, China).

## Results

### Determination of nucellar embryo development stages

To understand the early events of NE, the time point at which NEI cells are formed was identified by comparing the morphology of the developing nucellar cells between the poly- and monoembryonic cultivars at anthesis (time 0), and at 3, 7, and 14 DAF (Fig. 1). From the stained paraffin section of ovules, the NEI cells surrounding the developing sexual embryo sac could be distinguished from the normal nucellar cells by the presence of condensed cytoplasm, a large nucleus, and thickened cell walls (Fig. 2). No morphological differences were observed in nucellar cells at 0 DAF between poly- and monoembryonic cultivars (Fig. 2); however, the NEI cells emerged in ovules at 3 DAF for ‘Cocktail’ grapefruit and at 7 DAF for ‘Huagan No.2’ Ponkan mandarin (Fig. 2). Therefore, 0 DAF for grapefruit and 3 DAF for Ponkan were taken as the stages just before the emergence of NEI cells, i.e. the ‘pre-NEI’ stage; whereas 3 DAF for grapefruit and 7 DAF for Ponkan were taken as the ‘NEI’ stage. A total of 16 mRNA-seq and 16 sRNA-seq libraries were constructed for the ovules of the two cultivar pairs ‘Huagan No.2’ Ponkan (PK, polyembryonic)/‘Nour’ clementine (CM, monoembryonic) and ‘Cocktail’ grapefruit (GF, polyembryonic)/‘Huanong red’ pummelo (PU, monoembryonic) at the pre-NEI and NEI stages with two biological replicates. For each stage, mRNA and sRNA profiles in ovules were compared between the poly- and monoembryonic cultivars within each pair. The overlapped differentially expressed genes/miRNAs between the two pairs were identified as the factors involved in citrus nucellar embryogenesis (Fig. 1).

**Fig. 2.**
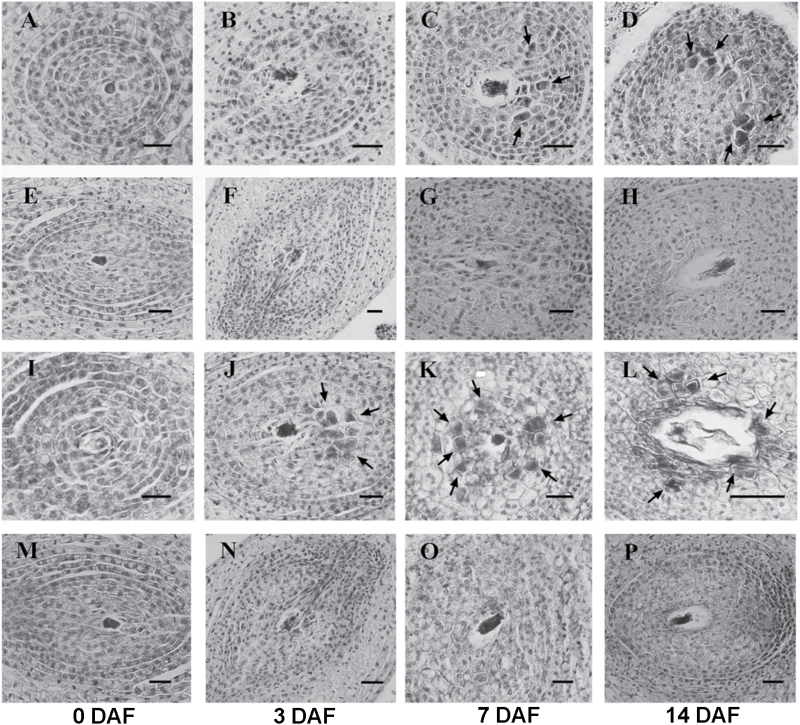
Comparison of nucellar embryogenesis initiation in polyembryonic and monoembryonic ovules at different time points through stained paraffin sections. Ovule samples were harvested from (A–D) ‘Huagan No.2’ Ponkan (PK), polyembryonic cultivar; (E–H) ‘Nour’ clementine (CM), monoembryonic cultivar; (I–L) ‘Cocktail’ grapefruit (GF), polyembryonic cultivar; and (M–P) ‘Huanong red’ pummelo (PU), monoembryonic cultivar, at anthesis (0) and 3, 7, and 14 DAF (days after flowering). The nucellar embryo initiation cells first emerged at 7 DAF in PK (C) and at 3 DAF in GF (J). Arrows indicate NEI cells. Scale bars = 20 μm.

### Determination of genes enriched in poly- and monoembryonic ovules

The numbers of reads yielded from the 16 RNA-seq libraries for ovules ranged from 10.8 to 31.5 million. Over 88% of the qualified reads were mapped to the citrus reference genomes (Table 1). Of the 29 455 and 34 011 genes annotated in the sweet orange and clementine gene models, respectively, up to 76.7% (22 595) in GF/PU and 59.9% (20 373) in PK/CM were detected by sequencing during ovule development. The sequencing data of all samples in the two biological replicates were closely clustered, and so were the sequencing data of the same cultivar at different ovule developmental stages, suggesting good correlation between replicates and within the same genotypes (Supplementary Fig. S1). More DEGs were identified in the GF/PU pair than in the PK/CM pair. Specifically, a total of 2517 and 5532 DEGs were identified in the ovules of GF/PU at the pre-NEI and NEI stages, respectively, whereas the corresponding numbers were 1597 and 837 in the ovules of PK/CM (Fig. 3A). Of all the DEGs, 305 were overlapped between the two pairs (Supplementary Table S2), including 159 (82 up-regulated and 77 down-regulated) at pre-NEI and 244 (125 up-regulated and 119 down-regulated) at NEI in the polyembryonic ovules (Fig. 3B). Of these, 98 genes were continuously up- or down-regulated at the two time points. Heatmaps of common DEGs are shown in Supplementary Fig. S2.

**Table 1.** Summary of mRNA-seq data

Sample	Total reads (paired-end)	High-quality reads	Mapped to genome
PK-pre-NEI-br1	12 341 105	23 609 332 (95.65%)	21 949 845 (92.97%)
PK-pre-NEI-br2	10 836 073	20 720 434 (95.61%)	19 169 673 (92.52%)
PK-NEI-br1	11 213 218	21 439 328 (95.60%)	20 004 205 (93.31%)
PK-NEI-br2	11 918 364	22 515 072 (94.46%)	20 205 985 (89.74%)
CM-pre-NEI-br1	11 495 826	21 976 200 (95.58%)	20 809 279 (94.39%)
CM-pre-NEI-br2	15 867 345	28 500 410 (89.81%)	26 830 342 (94.14%)
CM-NEI-br1	11 216 662	21 427 196 (95.52%)	20 288 817 (94.69%)
CM-NEI-br2	11 528 101	21 778 332 (94.46%)	19 666 796 (90.30%)
GF-pre-NEI-br1	11 412 112	21 815 470 (95.58%)	19 794 135 (90.73%)
GF-pre-NEI-br2	31 570 811	52 589 004 (83.29%)	47 579 645 (90.47%)
GF-NEI-br1	11 566 211	22 135 704 (95.69%)	20 121 920 (90.90%)
GF-NEI-br2	17 218 974	30 798 378 (89.43%)	27 728 699 (90.03%)
PU-pre-NEI-br1	11 206 018	21 459 796 (95.75%)	19 324 877 (90.05%）
PU-pre-NEI-br2	13 108 309	24 818 588 (94.67%)	22 004 701 (88.66%)
PU-NEI-br1	11 942 072	22 849 538 (95.67%)	20 342 319 (89.03%)
PU-NEI-br2	14 934 310	26 808 890 (89.76%)	23 767 247 (88.65%)

PK: ‘Huagan No.2’ Ponkan (polyembryonic); CM: ‘Nour’ clementine (monoembryonic); GF: ‘Cocktail’ grapefruit (polyembryonic); PU: ‘Huanong red’ pummelo (monoembryonic). pre-NEI: stage right before emergence of NEI cells; NEI: stage at the emergence of NEI cells. br1/br2: two biological replicates respectively.

**Fig. 3.**
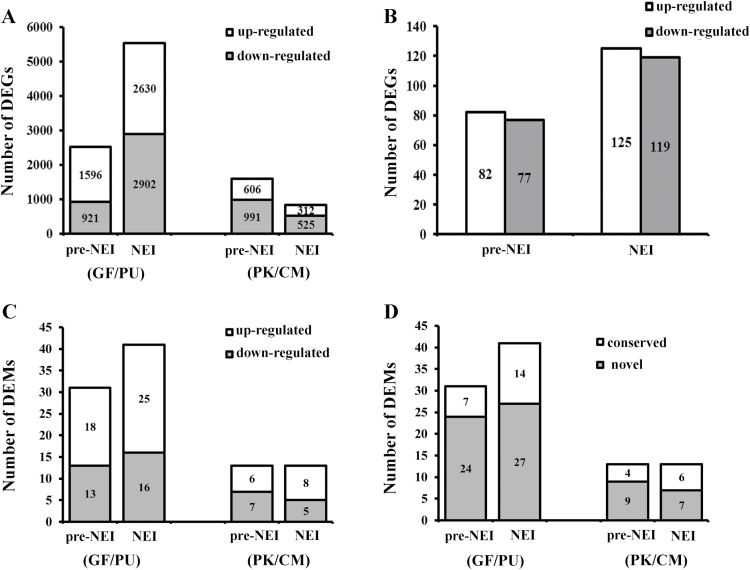
Differentially expressed mRNAs and miRNAs prior to and at nucellar embryogenesis initiation. The numbers of differentially expressed genes (DEGs) and miRNAs (DEMs) at the pre-nucellar embryo initiation (pre-NEI) and NEI stages are shown. The total numbers of DEGs at each time point are labeled within the bars. (A, C) The number of DEGs (A) and DEMs (C) between the poly- and monoembryonic ovules within the cultivar pairs. (B) The number of common DEGs between the poly- and monoembryonic cultivars. (D) The number of differentially expressed conserved and novel miRNAs between the poly- and monoembryonic ovules within the cultivar pairs. PK, ‘Huagan No.2’ Ponkan (polyembryonic); CM, ‘Nour’ clementine (monoembryonic); GF, ‘Cocktail’ grapefruit (polyembryonic); PU, ‘Huanong red’ pummelo (monoembryonic). pre-NEI: the stage immediately before emergence of NEI cells; NEI: the stage at the emergence of NEI cells.

In light of the results of Normfinder, the *DIM* gene was selected as the reference gene, with stable expression across the ovule samples (Supplementary Fig. S3). The expression levels of six DEGs were detected by qRT-PCR, encoding acidic endochitinase-like (ACTL), laccase 110 (LAC), ankyrin repeat family protein (AKN), chitinase (CHI), phospholipid hydroperoxideglutathione peroxidase (PHGPx), and UDP-glycosyltransferase (UGT) (Fig. 4), and showing expression profiles positively correlated with the deep sequencing results (*R*^2^=0.56).

**Fig. 4.**
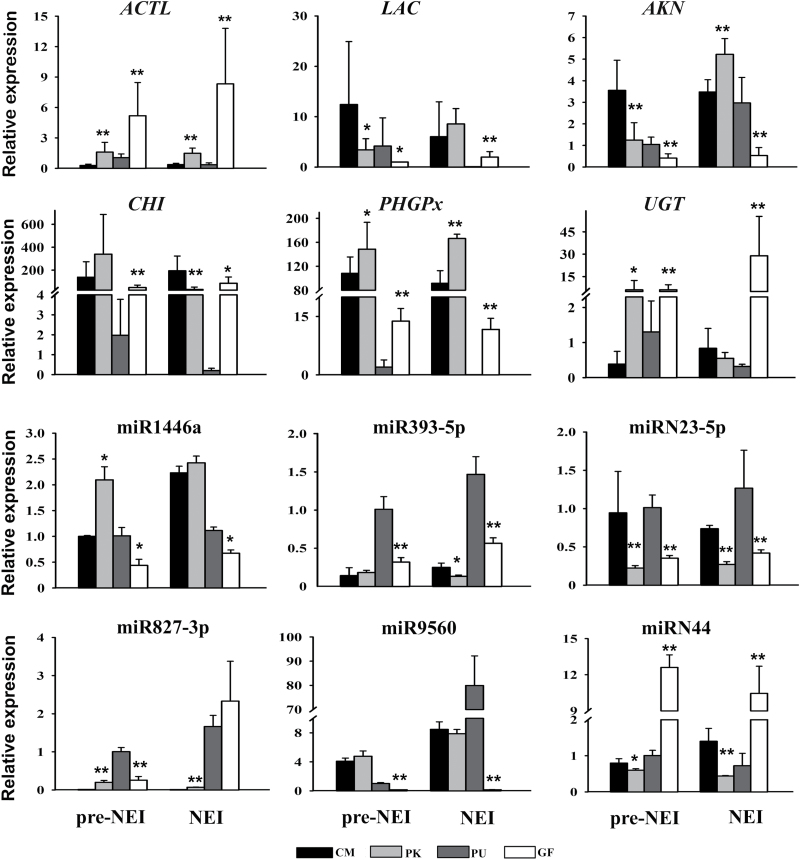
qRT-PCR validation of differential expression patterns of genes and miRNAs in four citrus cultivars prior to and at nucellar embryogenesis initiation. Six mRNAs and six miRNAs were selected for qRT-PCR analysis. *DIM* and *U6* were used as the endogenous controls for mRNA and miRNA, respectively. The error bars indicate standard deviation of three experimental and two years’ biological replicates. PK, ‘Huagan No.2’ Ponkan (polyembryonic); CM, ‘Nour’ clementine (monoembryonic); GF, ‘Cocktail’ grapefruit (polyembryonic); PU, ‘Huanong red’ pummelo (monoembryonic). pre-NEI: stage immediately before emergence of nucellar embryo initiation (NEI) cells; NEI: stage at the emergence of NEI cells. *ACTL*, acidic endochitinase-like; *LAC*, laccase 110; *AKN*, ankyrin repeat family protein; *CHI*, chitinase; *PHGPx*, phospholipid hydroperoxideglutathione peroxidase; *UGT*, UDP-glycosyltransferase. Significant differences in comparison with monoembryonic ovules (the control) are indicated as follows: *P<0.05 and **P<0.01 (Student’s *t*-test).

### Determination of biological processes enriched in poly- and monoembryonic ovules

GO enrichment analysis was performed among DEGs within the separate poly- and monoembryonic ovule pairs before the common GO terms were identified between the pairs, to circumvent differences in the genetic background. As a result, 110 common biological processes were identified to be significantly enriched in the polyembryonic ovules, including 69 up- and 78 down-regulated, with 37 overlapped (Supplementary Fig. S4). At both pre-NEI and NEI stages, the over-represented categories among the up-regulated genes in the polyembryonic ovules were biosynthesis and metabolism processes of phenylpropanoids and flavonoids, as well as responses to oxidative stress, which were enriched in the NEI stage and near-enriched in the pre-NEI stage (FDR=0.06 in the PK/CM pair). Processes enriched among down-regulated genes in the polyembryonic ovules were the salicylic acid (SA) and jasmonic acid (JA) -mediated signaling pathways, as well as responses to stimuli such as temperature, light, sucrose, and disaccharides (Supplementary Fig. S4).

To gain a better understanding of the biological processes involved in NEI, GO enrichment analysis was also conducted among the 305 DEGs that overlapped between ovule pairs. The results showed that 17 over-represented biological processes were enriched upon the up-regulated DEGs in the polyembryonic ovules. Among these the majority, and those with the highest confidence, were responses to various stresses and stimuli such as oxidative and chemical stress, in agreement with the up-regulated biological processes shared between ovule pairs. However, only seven terms were significantly enriched among the down-regulated DEGs in the polyembryonic ovules, including post-embryonic development, response to external stimulus, regulation of hormone levels, and response to wounding (Fig. 5). As many as 33 genes were clustered in the polyembryonic ovules enriched category ‘response to stress’, including cell wall modification-related genes (*CHI*, *UGT*, *CTL*, and *LAC*), peroxidase, and heat-shock protein (Fig. 5). Interestingly, ‘response to oxidative stress’ was over-represented using either of the two above-mentioned GO enrichment analyses. Three up-regulated DEGs in polyembryonic ovules encoding peroxidase, as well as *PHGPx* and NADP-dependent alkenal double-bond reductase P2 (*Nd ADBR P2*) genes, were included in the category ‘response to oxidative stress’ (Fig. 5).

**Fig. 5.**
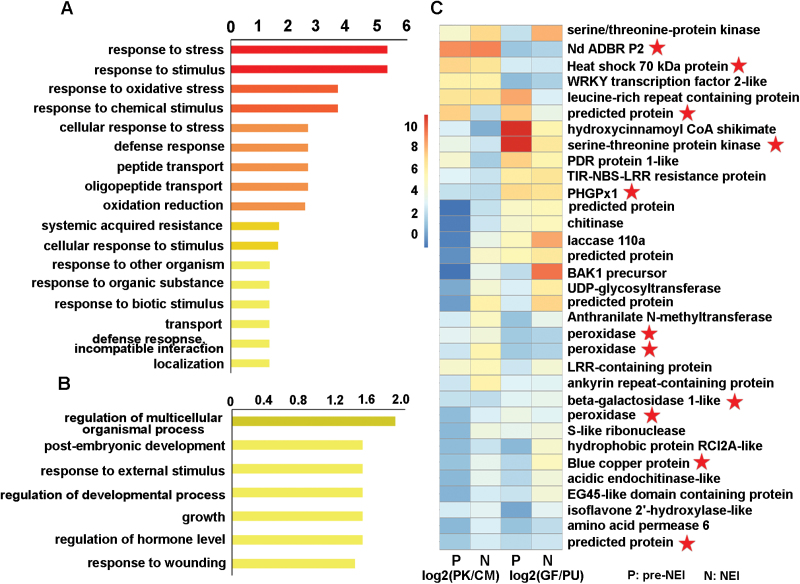
Enriched GO terms in biological processes based on overlapped up-regulated (A) and down-regulated (B) genes, and heatmap (C) of the up-regulated genes in the category ‘response to stress’. GO enrichment analysis was performed based on the 305 overlapped DEGs between the PK/CM and GF/PU pairs at the pre-NEI and NEI stages, with FDR<0.05 as significant. In (A) and (B), the *x*-axis is the –log(FDR value). The red-to-yellow scale represents decreasing significance levels, i.e. red = most, orange = moderate, yellow = least significant. In (C), the red-to-blue scale represents a decreasing log_2_-fold change of gene expression in polyembryonic compared with monoembryonic ovules. Red stars indicate the genes that are also presented in the category ‘response to oxidative stress’. PK, ‘Huagan No.2’ Ponkan (polyembryonic); CM, ‘Nour’ clementine (monoembryonic); GF, ‘Cocktail’ grapefruit (polyembryonic); PU, ‘Huanong red’ pummelo (monoembryonic). P, pre-nucellar embryo initiation (NEI), the stage immediately before the emergence of NEI cells; N, NEI, the stage at the emergence of NEI cells.

### miRNA identification and DEMs between poly-and monoembryonic ovules

For each of the 16 samples, up to 10 million clean reads were generated (Supplementary Table S3). 

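Small RNA was sequenced from ovules of 4 citrus cultivars, which form 2 pairs of a polyembryonic cultivar, whose ovules make extra embryos from nucellar cells, and a monoembryonic cultivar. GF was paired with PU and PK with CM. Each cultivar was sampled at the pre-NEI and the NEI stage with 2 replicates, which makes 8 conditions and 16 libraries. The pre-NEI and NEI stages were 0 and 3 days after flowering in GF and PU, and 3 and 7 days after flowering in PK and CM. For each library the authors deposited every distinct sequence (tag) with its length and the count of reads that carried it, without normalization. The total count equalled the clean reads of Supplementary Table S3 in 16 of 16 libraries. Adaptors and low-quality reads had therefore been removed, while the comparison with Rfam and the mapping to a genome were not repeated here. In GF and PU the libraries held 9900035 to 16113766 clean reads, with a median of 12259755. In PK and CM they held 9525636 to 14162319, with a median of 11101366. By condition, the 2 libraries held 9900035 and 12428138 reads in GF and 11536619 and 12769810 in PU at pre-NEI, and 11585451 and 12091372 in GF and 15442934 and 16113766 in PU at NEI. They held 9927806 and 12258550 in PK and 9525636 and 11122841 in CM at pre-NEI, and 11079891 and 14162319 in PK and 9753959 and 12714485 in CM at NEI. At these depths 3 reads, taken as the smallest detectable level, equal 0.186 to 0.315 RPM, a limit that covers counting error only, since PCR copies are not independent molecules. The 4 replicate 1 libraries of GF and PU held reads of 18–30 nt only, and the other 12 held reads of up to 47 nt. Each miRNA was counted by the exact tag printed for its pair in Supplementary Table S5. Where the printed sequence was shorter or longer than its stated length, or had no reads, the nearest tag whose RPM matched the table was taken. Of the 159 miRNAs listed for GF/PU, 91 were used as printed, 64 were repaired in this way and 4 were left out. Of the 151 listed for PK/CM, 112 were used as printed, 36 were repaired and 3 were left out. Differences within a pair are log2 fold changes of the polyembryonic over the monoembryonic cultivar from edgeR's two-sided quasi-likelihood test on the 8 libraries of the pair, with TMM normalization over the listed miRNAs and FDR by Benjamini-Hochberg adjustment. Standard errors were back-calculated as the absolute log2 fold change divided by the square root of the test's F statistic. Where a condition has no read, they depend on the small count that edgeR adds (its prior count).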

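Among reads of 18–30 nt, those of 24 nt made up a median of 44.2% over the 16 libraries, from 31.8% in CM pre-NEI replicate 1 to 57.9% in PU NEI replicate 1. Reads of 21 nt made up a median of 16.3%, from 12.0% in CM pre-NEI replicate 2 to 20.1% in GF pre-NEI replicate 2. The 24-nt class ranked highest and the 21-nt class next in 16 of 16 libraries. The SD between the 2 replicates of a condition was on average 3.07 percentage points for 24 nt and 1.88 for 21 nt. The share of 24-nt reads was 38.8% ± 7.26 (SD, n = 2) in GF and 47.3% ± 2.07 in PU at pre-NEI, and 48.2% ± 2.42 in GF and 53.6% ± 6.08 in PU at NEI. It was 42.3% ± 3.15 in PK and 32.1% ± 0.359 in CM at pre-NEI, and 44.6% ± 2.56 in PK and 36.7% ± 0.660 in CM at NEI. No test was made on these shares. Within a stage, 2 libraries against 2 cannot give a small exact p, and no test pooled over stages or pairs was made. The choice that moved the shares most was to count each distinct tag a single time, which gave medians of 53.5% for 24 nt and 8.44% for 21 nt. The 24-nt class then still ranked highest in 16 libraries, and the 21-nt class ranked next in 0 of them. Over reads of all lengths the medians were 41.2% and 15.1%.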

For reads of 18–30 nt, all the libraries showed similar size distributions, with reads of 24 nt being predominant, followed by the reads of 21 nt (Supplementary Fig. S5). 

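Replicates were compared over the tags of 20–24 nt with at least 2 reads in both libraries, which numbered 157909 to 438534 per condition. Pearson's r of log2(RPM) was 0.803 in GF and 0.825 in PU at pre-NEI, and 0.798 in GF and 0.792 in PU at NEI. It was 0.782 in PK and 0.778 in CM at pre-NEI, and 0.734 in PK and 0.746 in CM at NEI. These 8 correlations are across tags within a pair of libraries, and tags are not independent replicates, so no p is given. The value moved most when the tags were replaced by the listed miRNAs, for which r of log2(RPM + 1) was between 0.951 and 0.979. With RPM in place of log2(RPM), r lay between 0.819 and 0.944 over the same tags. The 10 most abundant tags of each pair of libraries held 12.0% to 23.3% of the summed RPM of the compared tags. After they were left out, r of RPM lay between 0.690 and 0.826. Spearman's rho lay between 0.600 and 0.690.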

An above-average correlation coefficient over 0.8 was found between the two biological replicates (Supplementary Table S4). For miRNA identification, only the reads of 20–24 nt were used (Table 2). 

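Tags of 20–24 nt with at least 2 reads numbered 394642 to 1037534 per library in GF and PU, with a median of 744144, and 313820 to 718894 in PK and CM, with a median of 565722. They carried between 39.6% and 64.2% of the clean reads of a library, with a median of 55.6%. Of the distinct tags of a library, they made up between 14.9% and 21.8%, with a median of 19.5%. Most distinct tags were seen in a single read, from 74.8% to 81.3% of those in a library, with a median of 78.0%, and these lie below the smallest detectable level of 3 reads.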

A total of 93 conserved mature miRNAs originating from 111 loci were identified in the ovules of the GF/PU pair, belonging to 39 families (Supplementary Table S5). 

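Supplementary Table S5 lists 93 conserved miRNAs for GF and PU, from 89 distinct loci and 38 families as counted from its entries. For 90 of them a tag was found in the libraries, 51 with the printed sequence and 39 with a repaired one, and 3 were left out. Of the 90 tags, 76 were read in all 8 libraries of the pair. The 7 printed tags whose RPM did not match the table in every library included miR1446a and miR398. The miR166 family carried 75.5% of the reads of these conserved miRNAs, with a mean of 45617 RPM over the 8 libraries.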

Meanwhile, 91 conserved mature miRNAs originating from 92 loci were identified in the ovules of the PK/CM pair, belonging to 37 families (Supplementary Table S5). 

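For PK and CM, Supplementary Table S5 lists 91 conserved miRNAs, from 85 distinct loci and 38 families as counted from its entries. For 88 of them a tag was found, 70 with the printed sequence and 18 with a repaired one, and 3 were left out, including the tag of miR159. Of the 88 tags, 79 were read in all 8 libraries of the pair. For 4 printed tags the RPM did not match the table in every library.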

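By name, 36 families are listed for both pairs. Only GF/PU lists miR2111 and miR398, and only PK/CM lists miR395 and miR8747. Of the conserved sequences, 64 were listed for both pairs, which is 71.1% of the 90 of GF/PU and 72.7% of the 88 of PK/CM. The tag printed for miR398, TGTGTTCTCAGGTCACCCCTT, was also read in the libraries of PK and CM. It had 5.37 ± 3.60 RPM (SD, n = 2) in PK at pre-NEI and 4.79 ± 1.92 RPM at NEI, from 28, 97, 38 and 87 reads, and 0.187 ± 0.116 and 0.232 ± 0.106 RPM in CM. In GF and PU it had 0.211 ± 0.156 and 1.82 ± 0.975 RPM at pre-NEI, and 0.255 ± 0.127 and 6.93 ± 1.55 RPM at NEI. In one edgeR model over the 16 libraries, its log2 fold change in PK/CM was 3.91 (FDR = 0.0093) at pre-NEI and 4.13 (FDR = 0.0048) at NEI. The RPM of this tag matched the values of Supplementary Table S5 in 0 of the 8 libraries of GF and PU, and it shares a stretch of 20 nt with miRN31-3p, which is listed for PK/CM. The miR2111 tag had at most 5 reads in any of the 16 libraries, and no condition had at least 3 reads in both replicates, so a difference in miR2111 was not detectable at this depth.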

The miRNA families identified from the ovules of the four citrus cultivars were almost identical, covering the majority of conserved miRNA families in plants, except for the miR2111 and miR398 families, which were present in the GF/PU pair but absent in the PK/CM pair. In addition, 66 novel miRNAs were identified from 65 genomic loci in the GF/PU pair, whereas 60 novel miRNAs were identified from 58 hairpin precursors in the PK/CM pair (Supplementary Table S5). 

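Of the 66 miRN miRNAs listed for GF/PU, from 62 distinct loci as counted from Supplementary Table S5, a tag was found for 65, 40 with the printed sequence and 25 with a repaired one. Of these, 54 were read in all 8 libraries of the pair. For PK/CM, 60 miRN miRNAs from 57 distinct loci are listed, and 59 distinct sequences were counted. Of these, 57 were read in all 8 libraries. Repaired tags were chosen by their RPM in the table, so their match to it carries no independent information.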

Among the novel miRNAs, only 20 overlapped between the two pairs of cultivars, accounting for one-third of all the newly annotated miRNAs within each pair.

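By sequence, 22 miRN miRNAs were listed for both pairs, which is 33.8% of the 65 sequences of GF/PU and 37.3% of the 59 of PK/CM. By name, 49 were listed for both, since the numbering of each list is its own. In Supplementary Table S5, 20 miRN miRNAs of GF/PU and 14 of PK/CM are in bold as common. In comparison, the conserved miRNAs shared 64 sequences, or 71.1% of those of GF/PU.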

**Table 2.** Summary of sRNAs of 20–24 nt and counts ≥2 in the 16 libraries

Sample	Clean reads (redundant)	Clean reads (unique)	Matched genome (unique)
PK-pre-NEI-br1	5 264 026	495 628	319 074 (64.38%)
PK-pre-NEI-br2	7 376 087	635 815	448 776 (70.58%)
PK-NEI-br1	6 636 927	718 894	459 566 (63.93%)
PK-NEI-br2	7 379 789	691 272	493 845 (71.44%)
CM-pre-NEI-br1	5 323 341	452 232	321 063 (71.00%)
CM-pre-NEI-br2	3 775 216	313 820	243 737 (77.67%)
CM-NEI-br1	6 414 261	666 383	473 494 (71.05%)
CM-NEI-br2	5 034 185	442 221	348 707 (78.85%)
GF-pre-NEI-br1	7 826 065	739 112	430 509 (58.25%)
GF-pre-NEI-br2	4 699 422	394 642	218 888 (55.46%)
GF-NEI-br1	7 288 803	805 670	462 196 (57.37%)
GF-NEI-br2	6 307 102	661 217	371 075 (56.12%)
PU-pre-NEI-br1	7 919 766	749 177	422 254 (56.36%)
PU-pre-NEI-br2	7 100 630	633 813	332 440 (52.45%)
PU-NEI-br1	9 917 758	1 037 534	587 302 (56.61%)
PU-NEI-br2	9 361 909	864 776	451 708 (52.23%)

PK, ‘Huagan No.2’ Ponkan (polyembryonic); CM, ‘Nour’ clementine (monoembryonic); GF, ‘Cocktail’ grapefruit (polyembryonic); PU, ‘Huanong red’ pummelo (monoembryonic). pre-NEI, stage immediately before emergence of NEI cells; NEI, stage at the emergence of NEI cells. br1 and br2, biological replicates 1 and 2.

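In GF compared with PU at pre-NEI, 30 of 155 miRNAs were DEMs (FDR < 0.05 and an absolute log2 fold change of at least 1), 16 up-regulated and 14 down-regulated. An unadjusted p below 0.05 was reached by 47. With only the miRNAs whose sequence is used as printed, 18 of the 91 tested were DEMs. With the replicate number as a block, 38 of 155 were. The pairing is taken from the labels, and the deviations of same-numbered libraries from their condition means had correlations of 0.391 to 0.671 across the miRNAs of this pair. No DEM calls were made with a single replicate, since each condition then has 1 library. Among DEMs at both stages, the largest differences, as the mean of the stages, that separated every GF from every PU library were those of miRN25 and miRN07 upwards and of miRN37 and miRN50 downwards. The log2 fold change at pre-NEI was 8.20 (standard error 1.00, FDR = 0.00096) for miRN25 and 6.75 (standard error 1.39, FDR = 0.016) for miRN07, whose tag is a repaired one. It was −10.85 (standard error 0.86, FDR = 0.00059) for miRN37, also repaired, and −9.17 (standard error 1.00, FDR = 0.00059) for miRN50, for which a tag with 1 substitution has the opposite pattern. For miRN37, no read was found in GF, where 3 reads is the smallest detectable level, and 19.0 ± 1.31 RPM (SD, n = 2) in PU. With replicate 1 or 2 left out, the log2 fold change stayed between 6.47 and 12.83 for miRN25, 6.52 and 10.28 for miRN07, −10.97 and −10.70 for miRN37 and −12.23 and −9.03 for miRN50.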

Compared with the monoembryonic cultivar PU, 18 miRNAs were up-regulated and 13 miRNAs were down-regulated in ovules of the polyembryonic cultivar GF at the pre-NEI stage. 

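At NEI, 41 of 155 miRNAs were DEMs between GF and PU, 25 up-regulated and 16 down-regulated, and 56 had an unadjusted p below 0.05. DEMs numbered 51 with the replicate number as a block, the pairing being taken from the labels (correlations of same-numbered libraries 0.391 to 0.671). They numbered 30 with total clean reads as library size in place of TMM. The log2 fold change was 10.59 (standard error 1.17, FDR = 0.00055) for miRN25, from 61.1 ± 6.76 RPM (SD, n = 2) in GF and 0.0324 ± 0.0458 RPM in PU. It was 12.23 (standard error 2.03, FDR = 0.0050) for miRN07, from 50.3 ± 44.3 RPM in GF and no read in PU, so the spread between the GF replicates was nearly as large as their mean. For miRN37 it was −12.72 (standard error 0.83, FDR = 0.00032) and for miRN50 −8.25 (standard error 0.95, FDR = 0.00064). Where a condition has no read, the sizes of the log2 fold change and of its standard error depend on edgeR's prior count. Leaving out replicate 1 or 2 gave values between 9.70 and 12.60 for miRN25, 10.81 and 13.09 for miRN07, −12.81 and −12.48 for miRN37 and −12.00 and −7.53 for miRN50.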

Meanwhile, 41 miRNAs were differentially expressed at the NEI stage, with 25 up- and 16 down-regulated in the GF ovules (Fig. 3C, Supplementary Table S6). However, only 13 miRNAs showed differential expression at the pre-NEI stage within the PK/CM pair, with six up- and seven down-regulated in ovules of the polyembryonic cultivar PK. 

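In PK compared with CM at pre-NEI, 9 of 147 miRNAs were DEMs, 5 up-regulated and 4 down-regulated, and 29 had an unadjusted p below 0.05. The count moved most with the replicate number as a block, to 24. The pairing is taken from the labels, and the deviations of same-numbered libraries had correlations of 0.489 to 0.704 across the miRNAs of this pair. There were 15 DEMs with edgeR's exact test, on either the 8 libraries or the 4 of the stage, and 20 with DESeq2. There were 19 with total clean reads as library size in place of TMM, 17 up-regulated and 2 down-regulated. The median log2 fold change of the miRNAs was then 1.00 against 0.04 with TMM. Among DEMs at both stages, the largest differences, as the mean of the stages, that separated every PK from every CM library were those of miRN31-3p and miR827-3p upwards and of miR1446a and miRN18 downwards. For miRN31-3p, which shares a stretch of 20 nt with the miR398 tag, the log2 fold change was 6.56 (standard error 0.92, FDR = 0.0044), from 9.73 ± 3.65 RPM (SD, n = 2) in PK and 0.0450 ± 0.0636 RPM in CM. For miRN18 it was −5.75 (standard error 0.82, FDR = 0.0044), from 0.497 ± 0.0100 RPM in PK and 14.3 ± 5.49 RPM in CM. With replicate 1 or 2 left out, these stayed between 5.43 and 9.85 and between −5.91 and −5.56.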

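At NEI, 8 of 147 miRNAs were DEMs between PK and CM, 5 up-regulated and 3 down-regulated, and 30 had an unadjusted p below 0.05. There were 25 with the replicate number as a block, the pairing being taken from the labels, with correlations of same-numbered libraries of 0.489 to 0.704. With edgeR's exact test there were 13 on the 8 libraries and 8 on the 4 libraries of the stage, 6 up-regulated and 2 down-regulated, and with DESeq2 there were 16. The log2 fold change of miRN31-3p was 5.05 (standard error 0.79, FDR = 0.0062), and that of miRN18 was −5.94 (standard error 0.84, FDR = 0.0062). Leaving out replicate 1 or 2 gave values between 4.87 and 5.30 and between −7.73 and −5.34.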

At the NEI stage, eight miRNAs were up-regulated whereas five were down-regulated in PK (Fig. 3C, Supplementary Table S6). Interestingly, among the differentially accumulated miRNAs between poly- and monoembryonic ovules, the majority were novel rather than conserved miRNAs (Fig. 3D). 

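Among the DEMs of GF/PU, 23 of 30 at pre-NEI and 27 of 41 at NEI were miRN miRNAs, while these made up 41.9% of the miRNAs tested (65 of 155). The shares were 76.7% at pre-NEI (two-sided Fisher's exact test against the miRNAs that were not DEMs, p = 2.4e-05) and 65.9% at NEI (Fisher's exact test, p = 0.00041). Among the DEMs of PK/CM, 7 of 9 at pre-NEI and 5 of 8 at NEI were miRN miRNAs, against 40.1% of those tested (59 of 147). The shares were 77.8% (Fisher's exact test, p = 0.030) and 62.5% (Fisher's exact test, p = 0.27). Over these 4 comparisons the Benjamini-Hochberg adjusted values were 9.7e-05, 0.00082, 0.040 and 0.27. Fisher's exact test treats the miRNAs as independent, while arms of one hairpin, such as miRN23-5p and miRN23-3p in GF/PU, count separately. These p-values may therefore be too small. The miRN DEMs of PK/CM include miRN31-3p, which shares a stretch of 20 nt with the conserved miR398. With edgeR's exact test on the 8 libraries, the share in PK/CM at pre-NEI was 66.7% (Fisher's exact test, p = 0.048), with an adjusted value of 0.0646. With the filter on low counts, an alternative chosen after seeing the data, the adjusted value was 0.0535. The conserved DEMs numbered 7 and 14 in GF/PU and 2 and 3 in PK/CM. The share at pre-NEI in PK/CM moved most with total clean reads as library size, to 42.1% of the DEMs (Fisher's exact test, p = 1.0), and with printed tags only it was 50%, 2 of 4 DEMs (Fisher's exact test, p = 0.625), both being alternatives chosen for the share after seeing the data. It was 54.2% (Fisher's exact test, p = 0.17) with the replicate number as a block, the pairing being taken from the labels (lowest correlation of same-numbered libraries in PK/CM 0.489).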

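Of the 30 DEMs of GF/PU at pre-NEI, 29 were DEMs in the same direction at NEI, and of the 9 of PK/CM, 6 were. None changed direction (0 in each pair), and the 1 and 3 that were not kept had the same sign at NEI. In PK/CM 17 of 24 were kept with the replicate number as a block, the pairing being taken from the labels (correlations of same-numbered libraries 0.489 to 0.704). Kept DEMs in PK/CM numbered 11 of 15 with edgeR's exact test on the 8 libraries. Under alternatives chosen for this count after seeing the data, they numbered 7 of 15 with the exact test on the 4 libraries of the stage, 13 of 20 with DESeq2, 10 of 19 with total clean reads as library size, 8 of 9 with the filter on low counts, 4 of 7 with isomiRs added, 7 of 10 at an FDR limit of 0.06 and 4 of 4 with printed tags only.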

Almost every differentially expressed miRNA identified at the pre-NEI stage between poly- and monoembryonic ovules also showed differential expression at the NEI stage. However, no common DEMs with consistent expression patterns were found between PK/CM and GF/PU under the expected criteria with a fold-change of 2.0 and FDR of 0.05. 

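Of the miRNA sequences tested, 86 were listed for both pairs. None of the 86 (0) was a DEM in the same direction in both pairs, at both stages or at one stage, and 0 had an unadjusted p below 0.05 with the same sign in all 4 comparisons. One sequence was a DEM in opposite directions, miRN44, and 0 were with total clean reads as library size. With the replicate number as a block, 2 sequences were common DEMs at one stage, miRN23-5p and miR166d, and 0 at both stages, while 2, miRN44 and miR169a.1, were DEMs in opposite directions. In that fit 3 had an unadjusted p below 0.05 with the same sign in all 4 comparisons, these 2 and miRN23-3p. The pairing is taken from the labels, and same-numbered libraries had correlations of 0.391 to 0.671 in GF/PU and 0.489 to 0.704 in PK/CM.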

Only the conserved miR1446a and the novel miRN23-5p were consistently down-regulated in the polyembryonic ovules at both time points when FDR was set as 0.06. 

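The tag of miRN23-5p, CTGTAGAAGGCTCCTGTGACC, is the same in both pairs. Its log2 fold change was −1.69 (standard error 0.29, FDR = 0.0042) at pre-NEI and −1.80 (standard error 0.29, FDR = 0.0028) at NEI in GF/PU. In PK/CM it was −1.48 (standard error 0.53, FDR = 0.146) and −0.98 (standard error 0.52, FDR = 0.357). The difference in effect between the pairs was −0.25 (FDR = 0.885) at pre-NEI and −1.28 (FDR = 0.220) at NEI. The alternative that moved the PK/CM values most was total clean reads as library size, which gave −0.54 and −0.43. With the replicate number as a block, the pairing being taken from the labels (lowest correlation of same-numbered libraries 0.391), the log2 fold change was −1.70 (FDR = 0.00046) and −1.80 (FDR = 0.00025) in GF/PU and −1.43 (FDR = 0.0283) and −1.0 (FDR = 0.117) in PK/CM. With replicate 1 or 2 left out, it stayed between −1.83 and −1.16 at pre-NEI and between −1.14 and −0.91 at NEI in PK/CM. In GF/PU, whose replicate 1 libraries hold reads of up to 30 nt only, both values were −1.69 at pre-NEI and −1.80 at NEI.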

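The tags listed for miR1446a differ between the pairs by T20A, with positions counted from 1 at the 5′ end and the GF/PU base given before the PK/CM base. For the GF/PU tag, TTCTAAACTCTCTCCCTCATGG, the log2 fold change was −0.97 (standard error 0.52, FDR = 0.275) at pre-NEI and −1.36 (standard error 0.53, FDR = 0.108) at NEI in GF/PU. With the replicate block it was −0.94 (FDR = 0.158) and −1.36 (FDR = 0.0508), and in the model over the 16 libraries −0.98 (FDR = 0.232) and −1.64 (FDR = 0.0352). Leaving out replicate 1 or 2 gave −1.54 and −0.68 at pre-NEI and −1.10 and −1.71 at NEI. In PK/CM this tag had log2 fold changes of 0.12 (FDR = 0.995) and 0.64 (FDR = 0.688). For the PK/CM tag, TTCTAAACTCTCTCCCTCAAGG, they were −8.93 (standard error 1.09, FDR = 0.0044) and −6.51 (standard error 0.89, FDR = 0.0062). With isomiRs that share the first 18 nt added, they were −2.97 (FDR = 0.0119) and −1.39 (FDR = 0.130). Leaving out a replicate kept the values without isomiRs between −9.23 and −5.57. This tag had 0 reads in all 8 libraries of GF and PU.

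**Figure D1:**
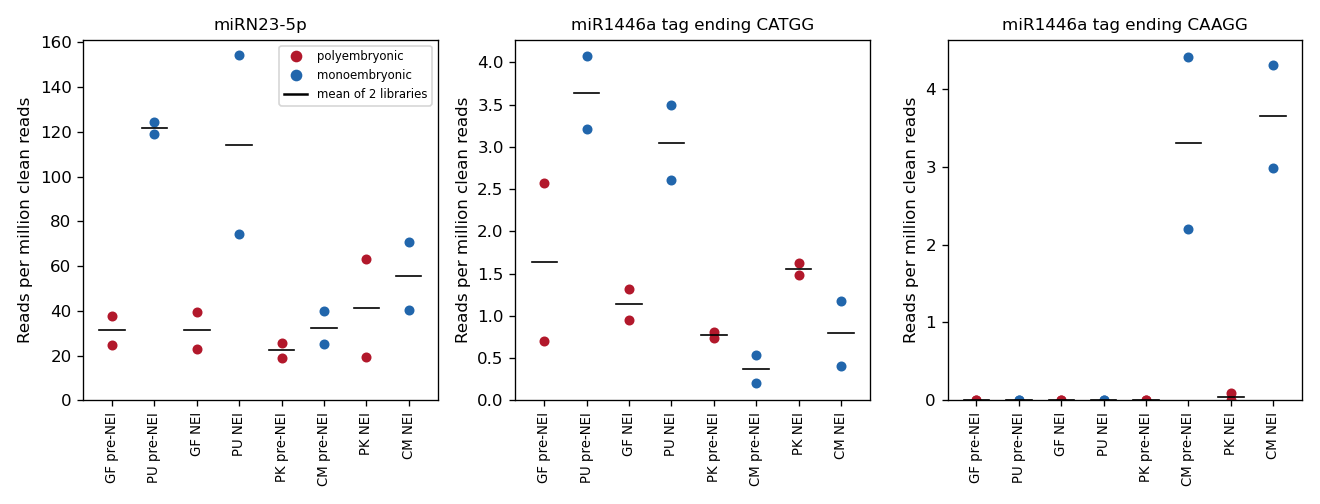
RPM of the clean reads of each library (y axis, linear from 0) of miRN23-5p and of the tags listed for miR1446a in GF/PU (ending CATGG) and in PK/CM (ending CAAGG), in each of the 16 libraries by condition (x axis). Red points are polyembryonic and blue points monoembryonic libraries, and black lines are the mean of 2 libraries. For miRN23-5p both GF libraries lie below both PU libraries at each stage while those of PK and CM overlap, the tag ending CATGG lies lower in GF than in PU but not lower in PK than in CM, and the tag ending CAAGG was read in CM and hardly elsewhere.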

As determined by stem-loop qPCR, miRN23-5p was down-regulated in the polyembryonic ovules, which was consistent with high-throughput sequencing data. However, miR1446a was down-regulated in GF/PU, but up-regulated in PK/CM (Fig. 4). In addition, another four DEMs were selected to be validated by qPCR. 

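In the sequencing data, miRN23-5p had 31.2 ± 9.00 RPM (SD, n = 2) in GF and 122 ± 3.68 in PU at pre-NEI, and 31.4 ± 11.6 in GF and 114 ± 56.6 in PU at NEI. It had 22.4 ± 4.58 RPM in PK and 32.5 ± 10.4 in CM at pre-NEI, and 41.3 ± 30.9 in PK and 55.6 ± 21.4 in CM at NEI, where the libraries of the 2 cultivars overlap in RPM. The mean difference in log2(RPM + 0.1) over both pairs and stages was −1.23 (exact permutation test within pair and stage, two-sided, p = 0.00926, from 12 splits with a difference as large). In GF/PU alone it was −1.90 (exact permutation test, p = 0.0556, the smallest p that 36 splits allow), and in PK/CM alone it was −0.56 (exact permutation test, p = 0.333). With TMM normalization these were −1.50 (exact permutation test, p = 0.00309), −1.74 (exact permutation test, p = 0.0556) and −1.26 (exact permutation test, p = 0.111), with every PK library below every CM library at 1 of the 2 stages. The listed miR1446a tag had 1.64 ± 1.32 RPM in GF and 3.64 ± 0.612 in PU at pre-NEI, and 1.14 ± 0.264 and 3.05 ± 0.630 at NEI. The tag listed for PK/CM had 0 reads in PK and 3.30 ± 1.56 RPM in CM at pre-NEI, and 0.0451 ± 0.0638 and 3.65 ± 0.931 RPM at NEI. For the tag listed for each pair, the mean difference was −3.11 (exact permutation test, two-sided, p = 0.00154, the smallest p that the splits allow). The Benjamini-Hochberg adjusted values of these 2 tests over both pairs are 0.00309 for miR1446a and 0.00926 for miRN23-5p. The paper picked both miRNAs from these same libraries as down-regulated in polyembryonic ovules. The permutation p-values and their adjustment do not account for that choice, so they are no independent evidence of a difference. They also treat the 2 stages as independent, while same-numbered libraries deviated together, so they may be too small. The GF/PU tag had 0.770 ± 0.0507 and 1.55 ± 0.10 RPM in PK and 0.375 ± 0.233 and 0.795 ± 0.544 RPM in CM.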

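In the small RNA libraries, miR393b-5p had a log2 fold change of −1.87 (standard error 0.31, FDR = 0.0039) at pre-NEI and −1.72 (standard error 0.31, FDR = 0.0050) at NEI in GF/PU. Its RPM was 14.4 ± 7.20 (SD, n = 2) in GF and 61.5 ± 10.0 in PU at pre-NEI, and 16.1 ± 4.97 and 55.3 ± 25.0 at NEI, for a tag that is a repaired one in GF/PU. In PK/CM the log2 fold change was −0.83 (FDR = 0.394) and −0.41 (FDR = 0.782), and with total clean reads as library size the value at pre-NEI was 0.13. For miR827-3p it was 4.44 (standard error 0.94, FDR = 0.044) and 4.85 (standard error 0.91, FDR = 0.015) in PK/CM, from 17.1 ± 11.0 and 30.7 ± 30.7 RPM in PK and 0.390 ± 0.0426 and 0.677 ± 0.377 RPM in CM. The SD between the PK replicates at NEI was as large as their mean, and with replicate 1 or 2 left out the log2 fold change lay between 3.27 and 5.31 over both stages. In GF/PU, miR827-3p had log2 fold changes of −0.42 (FDR = 0.503) and −0.51 (FDR = 0.325). For miR9560, a repaired tag in GF/PU, the log2 fold change there was −0.62 (FDR = 0.819) at pre-NEI and −5.81 (standard error 1.30, FDR = 0.014) at NEI. The NEI value rests on 19.1 ± 18.7 RPM in PU and 0.379 ± 0.0483 RPM in GF. Leaving out replicate 1 or 2 gave values between −1.20 and 1.16 at pre-NEI and between −6.38 and −3.90 at NEI. In PK/CM, miR9560 had log2 fold changes of 1.32 (FDR = 0.391) and 1.00 (FDR = 0.598).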

As shown in Fig. 4, miR393b-5p was down-regulated in the polyembryonic ovules in GF/PU at both stages, but only at the NEI stage in PK/CM. miR827-3p was up-regulated in PK/CM, which was consistent with sRNA-seq data. miR9560 showed extremely high expression in PU at the NEI stage, and very low detection in GF at both stages. Similar to the high-throughput sequencing data, miRN44 displayed contrary expression patterns in the two pairs, being down-regulated in PK/CM and up-regulated in GF/PU. 

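The tag of miRN44, AACGAGTCACTTTTCTGTTAACTG, was the same in both pairs and was a repaired one in each. In GF/PU its log2 fold change was 8.43 (standard error 0.69, FDR = 0.00017) at pre-NEI and 9.56 (standard error 0.76, FDR = 0.00014) at NEI. It had 36.2 ± 2.06 RPM (SD, n = 2) in GF and 0.126 ± 0.0672 in PU at pre-NEI, and 29.9 ± 2.38 and 0.0324 ± 0.0458 at NEI. In PK/CM the log2 fold change was −1.82 (standard error 0.41, FDR = 0.044) and −1.80 (standard error 0.41, FDR = 0.036), from 26.9 ± 1.11 and 21.0 ± 1.75 RPM in PK and 48.6 ± 8.39 and 56.3 ± 1.24 RPM in CM. The PK/CM values with total clean reads as library size were −0.85 (FDR = 0.204) and −1.42 (FDR = 0.0967). Over both stages, leaving out replicate 1 or 2 gave values between 8.30 and 11.55 in GF/PU and between −2.23 and −1.45 in PK/CM. The difference in effect between the pairs was 10.23 (FDR = 2.6e-06) at pre-NEI and 10.95 (FDR = 2.8e-06) at NEI.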

Overall, the expression profiles of these six miRNAs exhibited positive correlations between deep sequencing and qRT-PCR (*R*^2^=0.64).

### miRNA–mRNA interaction identified in NEI

A total of 417 and 152 targets were identified for the conserved miRNAs and novel miRNAs, respectively, in the GF/PU pair; however, for the PK/CM pair the corresponding numbers were 695 and 163 (Supplementary Table S7). Although the number of identified targets was different, the target annotation of the conserved miRNA families was almost the same between the two pairs. Fewer targets were identified for the novel miRNAs than for the conserved miRNAs. Most interestingly, some novel miRNAs targeted the same mRNA families as the conserved miRNAs. For example, miRN04 and miR394 targeted *F-box* genes in the GF/PU pair, whereas miR166 and miRN48 targeted *HD-Zip* genes in the PK/CM pair.

To identify the potential miRNA–mRNA regulatory network involved in NEI, the expression patterns of 77 genes in the GF/PU pair and 55 genes in the PK/CM pair targeted by the DEMs were retrieved from the RNA-seq data (Supplementary Table S8). As miRNAs are known to mediate the cleavage of target mRNA, miRNAs and their corresponding targets are supposed to have reciprocal expression patterns. In this study, however, not only negative but also positive correlations in expression levels were observed between miRNAs and their targets. For the GF/PU pair, only three negatively correlated and eight positively correlated miRNA-target modules were found at the pre-NEI stage, whereas 15 negatively correlated and 20 positively correlated miRNA-target modules were found at the NEI stage. For the PK/CM pair, five negatively correlated and five positively correlated miRNA-target modules were found at the pre-NEI stage, whereas eight negatively correlated and four positively correlated miRNA-target modules were found at the NEI stage.

Interestingly, miRN23-5p and its targets were reciprocally expressed during the early stages of nucellar embryo development. miRN23-5p was a novel miRNA derived from the 5′ end of its precursor, which forms a nearly perfect stem-loop structure with no mismatch or bulge between the mature miRNA and the complementary miRNA* (Fig. 6A). qRT-PCR analysis results showed that over two successive years, miRN23-5p was consistently accumulated at a higher level in the ovules of the monoembryonic cultivars than in the polyembryonic cultivars at six time points immediately before, at, and post-NEI (Fig. 6B). In addition, the difference in the expression level of miRN23-5p between the mono- and poly-embryonic ovules became more pronounced at the later stages. A negative correlation in expression was found between miRN23-5p and its target genes in the early stages. Among the three targets of miRN23-5p, Cs9g06920 (Ciclev10005503m.g), which is annotated as an unknown protein, showed a reverse expression pattern to miRN23-5p from anthesis to 7 DAF, with a higher accumulation in the polyembryonic ovules than in the monoembryonic counterparts (Fig. 6C). Another target, orange1.1t00318 (Ciclev10023521m.g), which is annotated as digalactosyldiacylglycerol (DGDG) synthase, shared a similar expression pattern with Cs9g06920 from anthesis to 14 DAF (Fig. 6D). To verify the interaction between miRN23-5p and the two potential targets *in vivo*, a transient assay was conducted in tobacco leaves. The results showed that miRN23-5p mediated cleavage of the target transcript Cs9g06920, but not orange1.1t00318. This was determined based on the significant reduction of GFP fluorescent signal intensity that resulted from co-expression of miRN23-5p with perfectly complementary of the native target site of Cs9g06920 but not of orange1.1t00318, compared with co-expression with the modified insensitive target sites or the empty vector tranformants (Fig. 6E, F and Supplementary Fig. S6).

**Fig. 6.**
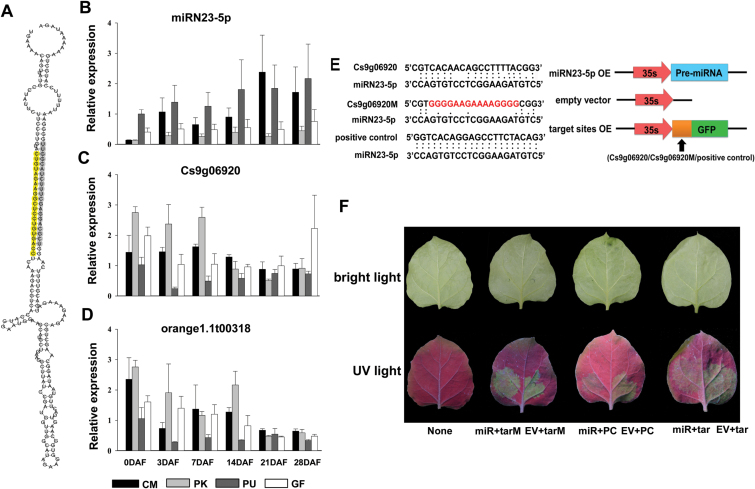
Validation of miRN23-5p-directed cleavage of Cs9g06920 and the expression patterns of miRN23-5p-targets detected by qRT-PCR. (A) Secondary structure of miRN23-5p. The mature sequence located at the 5′ end of the precursor is highlighted in yellow and the complementary miRNA* at the 3′ end is shaded grey. (B) Expression of miRN23-5p at 0, 3, 7, 14, 21, and 28 DAF (days after flowering) in the four cultivars, with *U6* as the endogenous control. (C, D) Expression of target transcripts at 0, 3, 7, 14, 21, and 28 DAF in the ovules of the four cultivars. The error bars indicate the standard deviation of three experimental and two years’ biological replicates. PK, ‘Huagan No.2’ Ponkan (polyembryonic); CM, ‘Nour’ clementine (monoembryonic); GF, ‘Cocktail’ grapefruit (polyembryonic); PU, ‘Huanong red’ pummelo (monoembryonic). (E) Overexpression vectors constructed for transient expression in *Nicotiana benthamiana*. miRN23-5p-OE, miRN23-5p overexpression construct; empty vector, the negative control; target sites OE, construct overexpressing the native target sites (Cs9g06920), the modified target sites insensitive to miRN23-5p (Cs9g06920M); positive control, construct overexpressing target sites perfectly matched to miRN23-5p. (F) Co-infiltrated leaves and the control photographed 3 d after infiltration under either bright light or UV light. All the leaves except the first one without any treatment were co-infiltrated with miRN23-5p (left side of leaf) or empty control (right side of leaf) along with either native target Cs9g06920, modified target Cs9g06920M, or positive control. None, no co-infiltration, negative control; miR, miRN23-5p; tar, native target Cs9g06920; tarM, modified target Cs9g06920M; PC, positive control.

## Discussion

In this study, we performed an integrated mRNA and miRNA high-throughput sequencing analysis in the polyembryonic (apomictic) and monoembryonic (sexual) ovules in citrus, as a follow-up to the findings of two previous studies (Nakano *et al.*, 2013; Kumar *et al.*, 2014), in order to further our understanding of citrus apomixis, which presents a fascinating developmental problem. As nearly isogenic lines (NILs) for this trait are hardly found in citrus, two pairs of poly- and monoembryonic ovules were used for sequencing, which it was anticipated would successfully reduce the background noise. From the respective and common DEGs between ovule pairs we characterized several biological processes that differed between poly- and monoembryonic ovules, and in addition also identified the miRNA-mediated regulatory pathway related to NEI.

We successfully identified DEGs in two pairs of poly-/monoembryonic ovules, and the common DEGs between these two pairs were also determined. As the genetic difference in the GF/PU pair was larger than that of the PK/CM pair, many more DEGs were identified in GF/PU than in PK/CM at both the pre-NEI and NEI stages (Fig. 3). Recently, the genomic DNA region potentially governing citrus polyembryony has been reported (Nakano *et al.*, 2012), and is a 380-kb fragment containing 70 ORFs. In this study, only one of these ORFs, Cs4g05910, which encodes an ankyrin repeat family protein, was consistently down-regulated in polyembryonic ovules at pre-NEI stage (Fig. 4). Ankyrin repeat family proteins have important and diverse biological roles related to anti-oxidation metabolism in disease resistance and stress responses (Yan *et al.*, 2002), and cell differentiation and development (Zhang *et al.*, 1992). The Arabidopsis *EMB506* gene, which encodes an ankyrin repeat-containing protein, has been shown to be essential for normal zygotic embryo development (Albert *et al.*, 1999), but the regulatory mechanism remains unknown so far. The decreased expression of ankyrin repeat family proteins in the polyembryonic ovules indicated its distinct role in nucellar embryogenesis compared to zygotic embryogenesis.

### Activation of a stress-response process might be required for NEI

It has been proposed that somatic embryogenesis (SE) is an extreme stress response of *in vitro* cultured plant cells (Pasternak *et al.*, 2002), which respond to exogenous or endogenous signals that force a developmental switch (Fehér, 2015). In this study, the GO term ‘response to stress’ was enriched in polyembryonic ovules, irrespective of whether this was based on the overlapped enriched terms between two pairs or on identification of GO terms upon common upregulated genes, and this was in agreement with a previous report on citrus polyembryony (Kumar *et al.*, 2014), suggesting that a stress response would probably be required for induction of nucellar embryogenesis, a form of SE *in vivo*. As the ovule samples were collected at the same time and under the same conditions, we therefore suggest that the stress response was triggered by an endogenous rather than exogenous stimulus.

Stress factors, including osmosis, heavy metal ions, and dehydration, have been well characterized to induce SE in Arabidopsis (Ikeda-Iwai *et al.*, 2003), carrot (Kiyosue *et al.*, 1990), and common bean (Cabrera-Ponce *et al.*, 2015). As an oxidative stress response was identified to be exclusively enriched in polyembryonic ovules, we infer that NEI cells might undergo oxidative stress to gain the competence to induce nucellar embryogenesis. Induced oxidative stress has been shown to promote SE, whereas excess oxygen uptake in turn increases the activity of antioxidant enzymes, such as superoxide and peroxidase (Ganesan and Jayabalan, 2004). In our study, the genes encoding peroxidase and PHGPx were significantly up-regulated in polyembryonic ovules (Fig. 5, Supplementary Table S2), and the GO term ‘oxidative stress responses’ was enriched among up-regulated DEGs in polyembryonic ovules, indicating that oxidative stress responses might promote nucellar embryo initiation and induced expression of antioxidant enzymes. Key issues that should be addressed in the future concern how the endogenous oxidative stress is induced in polyembryonic ovules and how NEI is promoted by the oxidative stress response.

Stress responses would yield changes at multiple levels, including membrane composition, cell wall modifications, as well as secondary metabolite adjustment (Fehér, 2015). Among the 33 genes represented in the ‘response to stress’ category in our study, four genes involved in cell wall modification, *UGT*, *LAC*, *ACHI*, and *CHI*, were found to be up-regulated in the polyembryonic ovules compared to the monoembryonic ovules (Figs 4 and 5). In a previous study, genes involved in plant cell wall modification were also found to be enriched in the apomictic initial cells of *Boechera gunnisoniana* compared to the surrounding sporophytic nucellus tissue (Schmidt *et al.*, 2014). *UGT* may act as part of a callose synthase complex that transfers UDP-glucose to form callose (Hong *et al.*, 2001*b*), which has been reported to accumulate in the zygotic and somatic embryonic cells at the early embryogenesis stage (Leljak-Levanić *et al.*, 2015). Callose deposition in the cell wall has long been proposed as a way to create a physical and molecular barrier that permits somatic cells to reprogram (You *et al.*, 2006; Tao *et al.*, 2012; Parra-Vega *et al.*, 2015). In the present study, the differentiated NEI cells were also found to be isolated from the surrounding nucellar cells by a thickened cell wall, which might have resulted from the highly expressed *UGT* gene in the polyembryogenic ovules at the NEI stage (Fig. 5). Laccase is normally necessary for lignin polymerization in specific cell types with thickened cell walls (Zhao *et al.*, 2013). In our study, the identified *LAC* genes showed consistently higher expression in the polyembryogenic ovules at the NEI stage than in the mono-embryogenic counterparts, which indicates that cell wall modification mediated by laccase might also contribute to NEI.

### Possible roles of miRNAs in NEI

In citrus, somatic embryo induction from callus *in vitro* and nucellar embryogenesis *in vivo* are considered to be two forms of SE. Increasing attention has been paid to the role of miRNAs in SE in plants, including cotton (Yang *et al.*, 2013), citrus (Wu *et al.*, 2015), and Arabidopsis (Wójcik and Gaj, 2016). In our study, about 150 miRNAs (including conserved and novel miRNAs) were identified in each pair of poly- and monoembryonic ovules (Supplementary Table S5). 

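Supplementary Table S5 lists 159 miRNAs for GF/PU, 93 conserved and 66 miRN miRNAs, and 151 for PK/CM, 91 conserved and 60 miRN miRNAs. A tag was counted for 155 and 148 of them, which are 155 and 147 distinct sequences, and 130 and 136 of these sequences were read in all 8 libraries of their pair. The reads of the counted tags made up between 3.46% and 7.72% of the clean reads of a library.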

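Of the 155 miRNAs tested in GF/PU, 30 at pre-NEI and 41 at NEI were DEMs, and of the 147 in PK/CM, 9 and 8 were. Among the 86 sequences listed for both pairs, 0 were DEMs in the same direction in both pairs at FDR < 0.05, and 0 had an unadjusted p below 0.05 with the same sign in all 4 comparisons. With the replicate number as a block, the pairing being taken from the labels (correlations of same-numbered libraries 0.391 to 0.704), 2 sequences, miRN23-5p and miR166d, were common DEMs at one stage, 2 others were DEMs in opposite directions and 3 had an unadjusted p below 0.05 with the same sign in all 4. In simulated counts with 40 miRNAs changed, the test recovered 21 and 21 at the 2 stages in GF/PU and 17 and 18 in PK/CM. The planted changes all exceeded the fold change required of a DEM and fell on miRNAs with enough expected reads. The recovery therefore does not apply to miRNAs with few reads or to smaller changes. The paper proposes a limited part of miRNAs in NEI as an explanation of the small overlap of DEMs between the pairs.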

Few significantly differentially expressed miRNAs were found to overlap between GF/PU and PK/CM, which might be due to the limited involvement of miRNAs in NEI. In addition, as a consequence of using ovule samples to prepare sequencing libraries the differential expression profile of genes between NEI cells and somatic nucellar cells was inevitably underestimated.

miR156 has been reported to accumulate abundantly in embryogenic callus and during somatic embryogenesis of citrus (Wu *et al.*, 2015). In the diplosporous species *Boechera*, the transcription factor gene *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 11* (*SPL11*), which is targeted by the miR156/157 family, was found to be up-regulated at the megaspore mother cell stage of ovule development (Amiteye *et al.*, 2011). However, the miR156/157 family was found to express at low levels in citrus ovules, and the majority of the *SPL* genes showed non-differential expression between poly- and monoembryonic ovules, implying that the miR156/157-*SPL* module might not be involved in nucellar embryogenesis in the way that it is in citrus SE and diplosporous apomixis.

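The tags of the miR156 family summed to a mean of 32.4 RPM over the 8 libraries of GF and PU, from 16.8 to 56.3, which ranked 19 among 38 conserved families and made up 0.0537% of the reads of conserved miRNAs. In PK and CM they summed to 36.9 RPM, from 15.0 to 61.3, which ranked 12 among the 36 families with a counted tag and made up 0.0833% of their reads, with those of miR159 and miR395 left out. None of its tags was a DEM in either pair. The largest difference with at least 3 reads in every library was that of miR156e in GF/PU, with log2 fold changes of −1.80 (FDR = 0.071) at pre-NEI and −1.54 (FDR = 0.096) at NEI. With DESeq2 these were −1.75 (FDR = 0.0203) and −1.51 (FDR = 0.0400). With the replicate number as a block, the pairing being taken from the labels (lowest correlation of same-numbered libraries 0.391), they were −1.76 (FDR = 0.0048) and −1.59 (FDR = 0.0054).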

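The tag of miRN23-5p had a mean of 122 ± 3.68 RPM (SD, n = 2) in PU at pre-NEI, its highest, and of 22.4 ± 4.58 RPM in PK at pre-NEI, its lowest. These levels lie far above the smallest detectable level, which is at most 0.315 RPM. The tags of miR1446a, by comparison, had at most 3.65 ± 0.931 RPM in any condition.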

miRN23-5p, a 21-nt novel miRNA derived from a precursor with a nearly perfect secondary structure and with a relatively high read count, was down-regulated in the polyembryonic ovules during development, whereas the corresponding target, Cs9g06920, showed a reciprocal expression pattern at early developmental stages (0–7 DAF) (Fig. 6). Cs9g06920 (Ciclev10005503m.g) is annotated as an unknown protein with a conserved XS domain. An Arabidopsis mutant for one of the XS domain-containing proteins, *SUPRESSOR OF GENE SILENCING 3* (*SGS3*), showed a phenotype resembling aposporic apomixes (Olmedo-Monfil *et al.*, 2010). Since the function of the Cs9g06920-encoded protein is unknown, the role of the ‘miRN23-5p-Cs9g06920’ module in NEI remains unclear at present. However, since *SGS3* encodes a putative RNA-binding protein that functions in the biosynthesis of trans-acting small interfereing RNA (tasiRNA) (Peragine *et al.*, 2004), we suggest that sRNA-mediated epigenetic regulation might also be involved in NEI.

### Comparison of nucellar embryogenesis with somatic embryogenesis from callus

As concluded from previous reports and this present study, nucellar embryogenesis occurring *in vivo* shares quite a few commonalities and yet also shows drastic differences with citrus SE from *in vitro* cultured callus. NEI cells and embryogenic callus cells are both characterized by a large nucleus, dense cytoplasm, and thickened cell walls (Koltunow *et al.*, 1995; Ge *et al.*, 2012), which are morphological markers indicating embryogenic competence. Enhanced callose deposition is responsible for the thickened cell wall, which isolates embryogenic cells from the surrounding somatic cells to initiate cell fate reprograming. Correspondingly, the callose synthase gene was found to be up-regulated in the apomictic ovules in this present study.

Reprogramming of both types of somatic cells requires either environmental stimuli or endogenous signals. SE *in vitro* is well known to be triggered by stress (Rose *et al.*, 2013; Jin *et al.*, 2014), especially by oxidative stress derived from reactive oxygen species (ROS) (Ganesan and Jayabalan, 2004; Cheng *et al.*, 2015). In our study, stress response processes, especially the oxidative stress response, were also suggested to be induced for NEI. Stress response genes and proteins have also been identified previously to be up-regulated during citrus SE (Pan *et al.*, 2009; Ge *et al.*, 2012), including PHGPx and peroxidase as found in the polyembryonic ovules in this present study, as well as copper/zinc superoxide dismutases. We propose that the early oxidative stress prior to nucellar embryonic cell fate determination and the later anti-oxidative stress response of oxygen scavenging may act to fine-tune intracellular redox homoeostasis during nucellar embryo intiation.

*LEC1/B3* regulatory network genes have been reported to play important roles in citrus SE in *vitro* (Ge *et al.*, 2012); however, they were not differentially expressed between poly- and monoembryonic ovules. 

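The miR156a and miR156b tags were not DEMs in either pair at either stage, and neither was miR171c or, where it is listed, miR164b. The lowest FDR among them was 0.203, for miR156b.2 in PK/CM at NEI, with a log2 fold change of −4.35 (standard error 1.78) from 0.0353 ± 0.0499 RPM (SD, n = 2) in PK and 0.783 ± 0.672 RPM in CM. For miR164b, listed for PK/CM only, the log2 fold change was −0.78 (FDR = 0.703) at pre-NEI and −2.15 (FDR = 0.294) at NEI, with means of 0.116 to 0.425 RPM, so a change of this miRNA was hardly detectable at this depth. For miR171c, a repaired tag in both pairs, it was −0.67 (FDR = 0.454) and −0.98 (FDR = 0.215) in GF/PU and 1.33 (FDR = 0.585) and −0.21 (FDR = 0.970) in PK/CM. With the replicate number as a block, the pairing being taken from the labels (lowest correlation of same-numbered libraries 0.391), the miR171c value in GF/PU at NEI was −0.94 (FDR = 0.0220), below the fold change required of a DEM. The value in PK/CM at NEI was 0.023, of the opposite sign, with total clean reads as library size.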

The conserved miR156a/b, miR164b, and miR171c have been found to be abundantly accumulated in embryogenic tissues and during the SE process (Wu *et al.*, 2015); however, none of these miRNAs was found to be differentially expressed between the poly- and monoembryonic ovules (Supplementary Table S6).

In conclusion, our study provides the first integrated mRNA-seq and sRNA-seq analysis of citrus ovules to explore the candidate genes and miRNAs that may regulate citrus apomixis. NEI was found to be associated with several biological processes, especially the activation of oxidative stress responses. The novel miRN23-5p-Cs9g06920 module was identified as acting to fine-tune the regulation at the post-transcriptional level. This study thus provides new insights into the regulatory mechanisms of nucellar embryony of citrus, and should be of value to future studies of plant apomixis.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. Heatmap clustering of mRNAs.

Figure S2. Heatmap of log_2_-transformed fold-change of differentially expressed genes in the PK/CM and GF/PU pairs.

Figure S3. Selection of suitable reference genes for mRNA expression normalization.

Figure S4. The overlapped enriched GO terms (biological processes) in the PK/CM and GF/PU pairs.

Figure S5. Length distribution of sRNA in the 16 sequence libraries.

Figure S6. A transient assay in *Nicotiana benthamiana* could not validate miRN23-5p directed cleavage of the potential target orange1.1t00318.

Table S1. Primers used for qRT-PCR and the transient assay.

Table S2. Identification of common differentially expressed genes between poly- and monoembryonic ovules.

Table S3. Summary of data statistics of sRNA libraries.

Table S4. Correlation coefficients between biological replicates of sRNA-seq.

Table S5. Identification and expression of known and novel miRNAs in the poly- and monoembryonic ovules.

Table S6. Differentially expressed miRNAs identified between the poly- and monoembryonic ovules within cultivar pairs.

Table S7. miRNA targets identified in ovules of the two pairs of poly- and monoembryonic cultivars.

Table S8. Differentially expressed miRNAs and their corresponding targets extracted from RNA-seq.

Supplementary Data

# Supplementary material for: Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis
**Source:** J Exp Bot. 2016 Sep 12;67(19):5743–56. doi: 10.1093/jxb/erw338
**Supplement:** Supplementary Data

Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis — Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis — Supplementary Data 

# Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis

## Supplementary Data

Data files

- Supplementary\_Figures\_S1\_S6\_Tables\_S1\_S3\_S6\_S8.pdf - Supplementary Data
- Supplementary\_Table\_S2\_S7.xlsx - Supplementary Data

# Supplementary material for: Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis
**Source:** J Exp Bot. 2016 Sep 12;67(19):5743–56. doi: 10.1093/jxb/erw338
**Supplement:** Supplementary Data

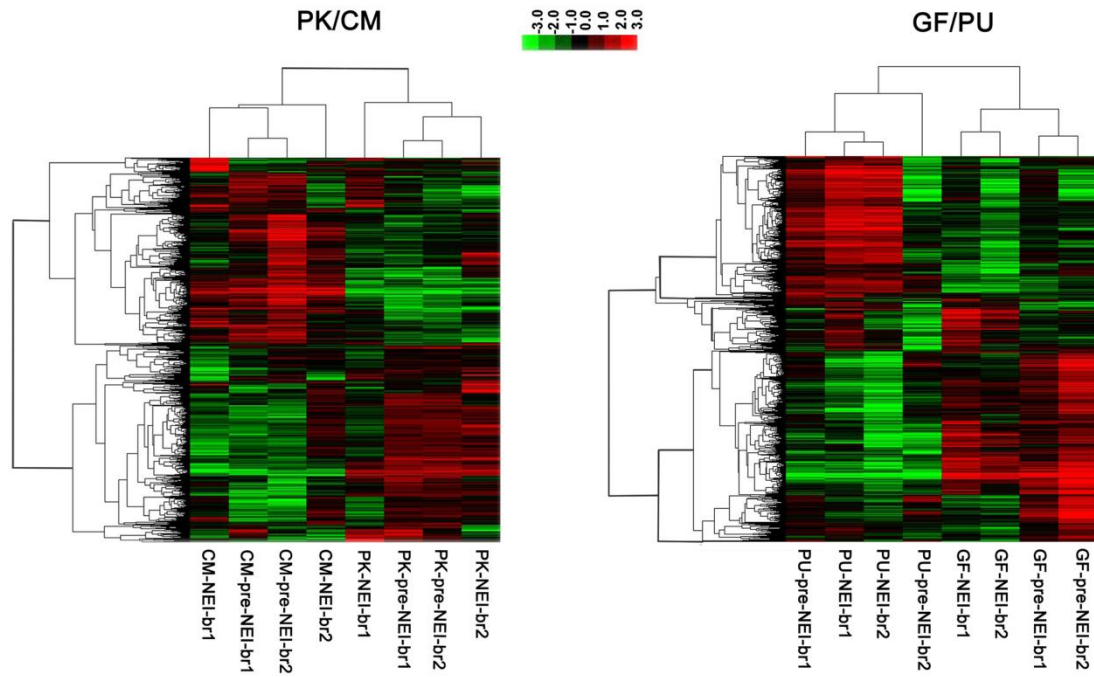

**Figure S1 Heatmap clustering of mRNAs.** PK: ‘Huagan No.2’ Ponkan (polyembryonic); CM: ‘Nour’ clementine (monoembryonic); GF: ‘Cocktail’ grapefruit (polyembryonic); PU: ‘Huanong red’ pummelo (monoembryonic). pre-NEI: stage right before the emergence of NEI cells; NEI: stage at the emergence of NEI cells. br1/br2: two biological replicates respectively.

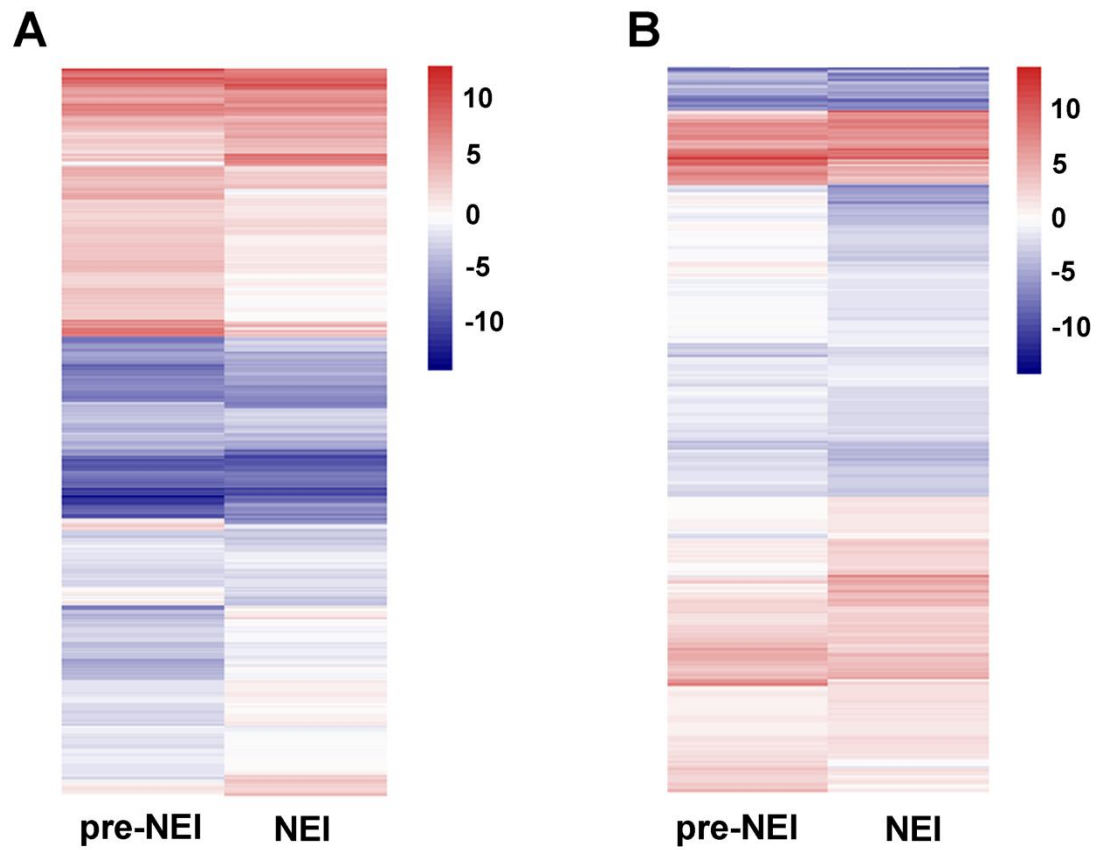

**Figure S2 Heatmap of log2 transformed fold change of differentially expressed genes (DEGs) in the two pairs of PK/CM (A) and GF/PU (B).** The fold change was calculated using edgeR package. PK: ‘Huagan No.2’ Ponkan (polyembryonic); CM: ‘Nour’ clementine (monoembryonic); GF: ‘Cocktail’ grapefruit (polyembryonic); PU: ‘Huanong red’ pummelo (monoembryonic). pre-NEI: stage right before the emergence of NEI cells; NEI: stage at the emergence of NEI cells.

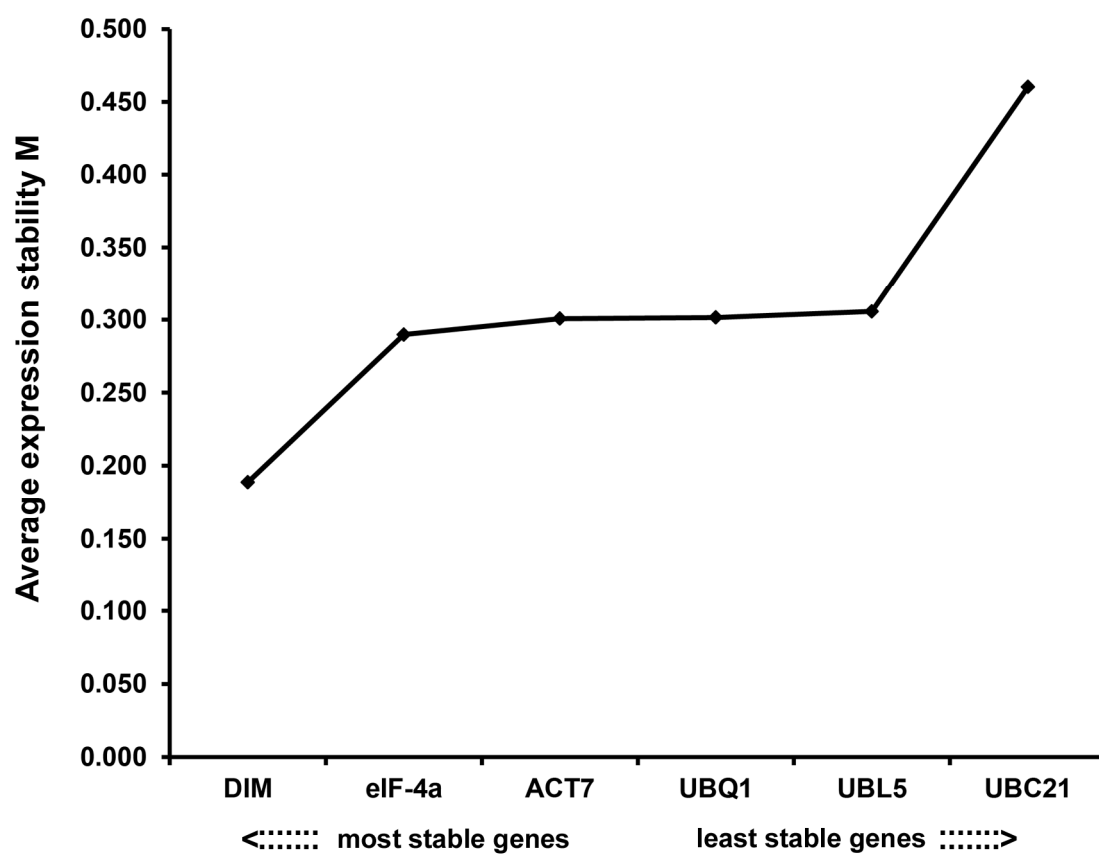

**Figure S3 Selection of suitable reference genes for mRNA expression normalization.**

Gene-stability value  $M$  was calculated by geNorm for each candidate gene.

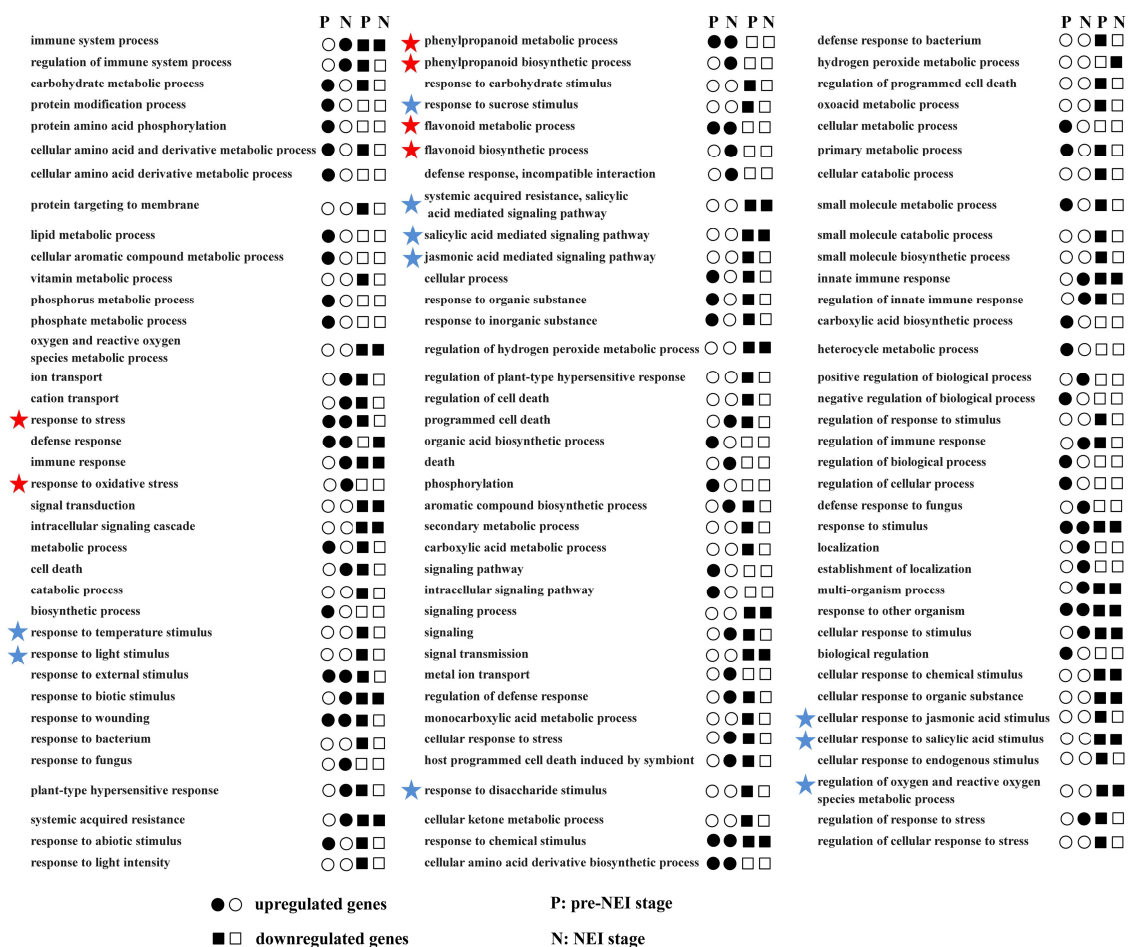

**Figure S4 The overlapped enriched GO terms (biological processes) in PK/CM and GF/PU.** GO enrichment analysis was performed based on the up-/downregulated genes at pre-NEI and NEI stage in PK/CM and GF/PU respectively, and the common enriched terms were extracted. The circle and quadrangle in black indicates the GO term enriched, whereas the hollow shapes indicate otherwise. The red and blue stars indicated that several biological processes were especially overrepresented based on the up- and downregulated genes respectively. pre-NEI: stage right before the emergence of NEI cells; NEI: stage at the emergence of NEI cells. PK: ‘Huagan No.2’ Ponkan (polyembryonic); CM: ‘Nour’ clementine (monoembryonic); GF: ‘Cocktail’ grapefruit (polyembryonic); PU: ‘Huanong red’ pummelo (monoembryonic).

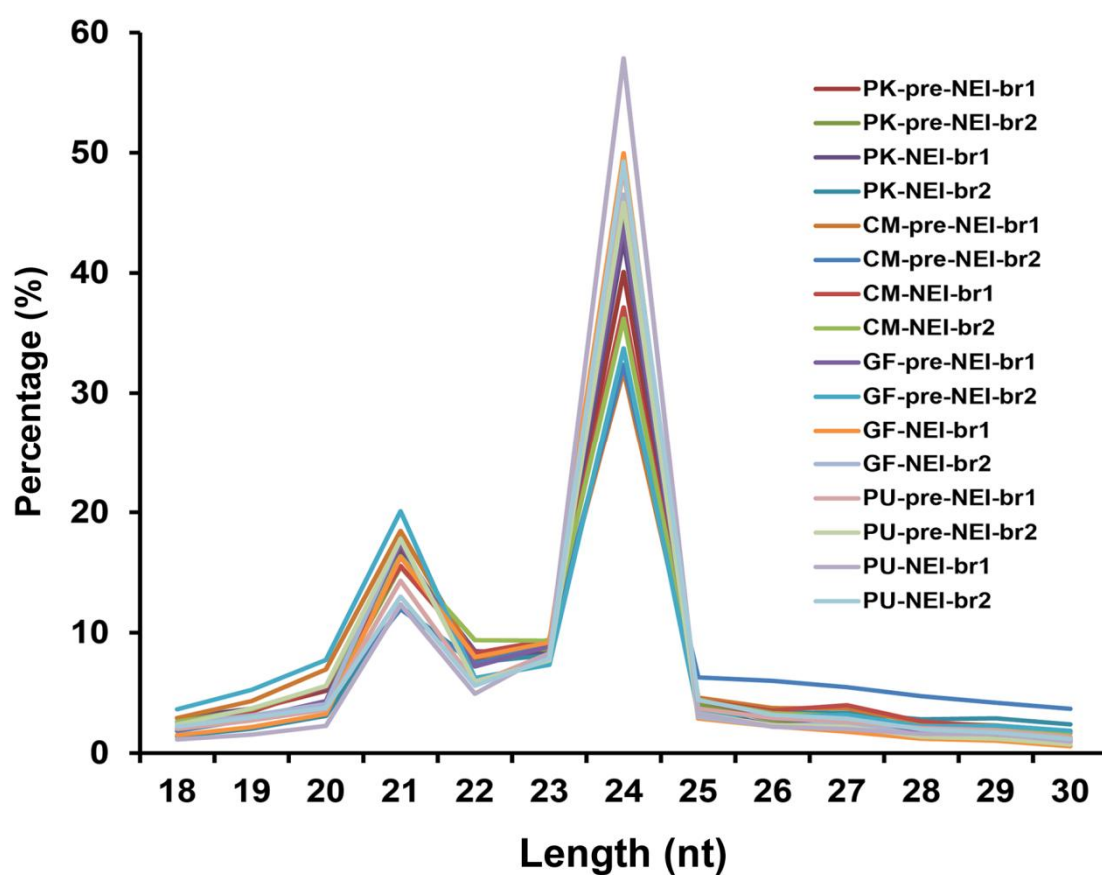

**Figure S5 Length distribution of sRNA in 16 libraries.** PK: ‘Huagan No.2’ Ponkan (polyembryonic); CM: ‘Nour’ clementine (monoembryonic); GF: ‘Cocktail’ grapefruit (polyembryonic); PU: ‘Huanong red’ pummelo (monoembryonic). pre-NEI: stage right before the emergence of NEI cells; NEI: stage at the emergence of NEI cells. br1/br2: two biological replicates respectively.

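The distribution gives, for each library, the percent of its reads that have each length. Over reads of 18–30 nt the 21-nt share was 18.8% ± 1.91 (SD, n = 2) in GF and 16.0% ± 2.46 in PU at pre-NEI, and 17.0% ± 1.07 and 12.7% ± 0.462 at NEI. It was 16.1% ± 0.917 in PK and 15.2% ± 4.59 in CM at pre-NEI, and 14.4% ± 3.10 and 15.9% ± 0.569 at NEI. Reads over 30 nt, which the distribution leaves out, made up 0 to 20.0% of the clean reads of a library, with a median of 6.39%. In the 4 replicate 1 libraries of GF and PU there were 0 of them.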

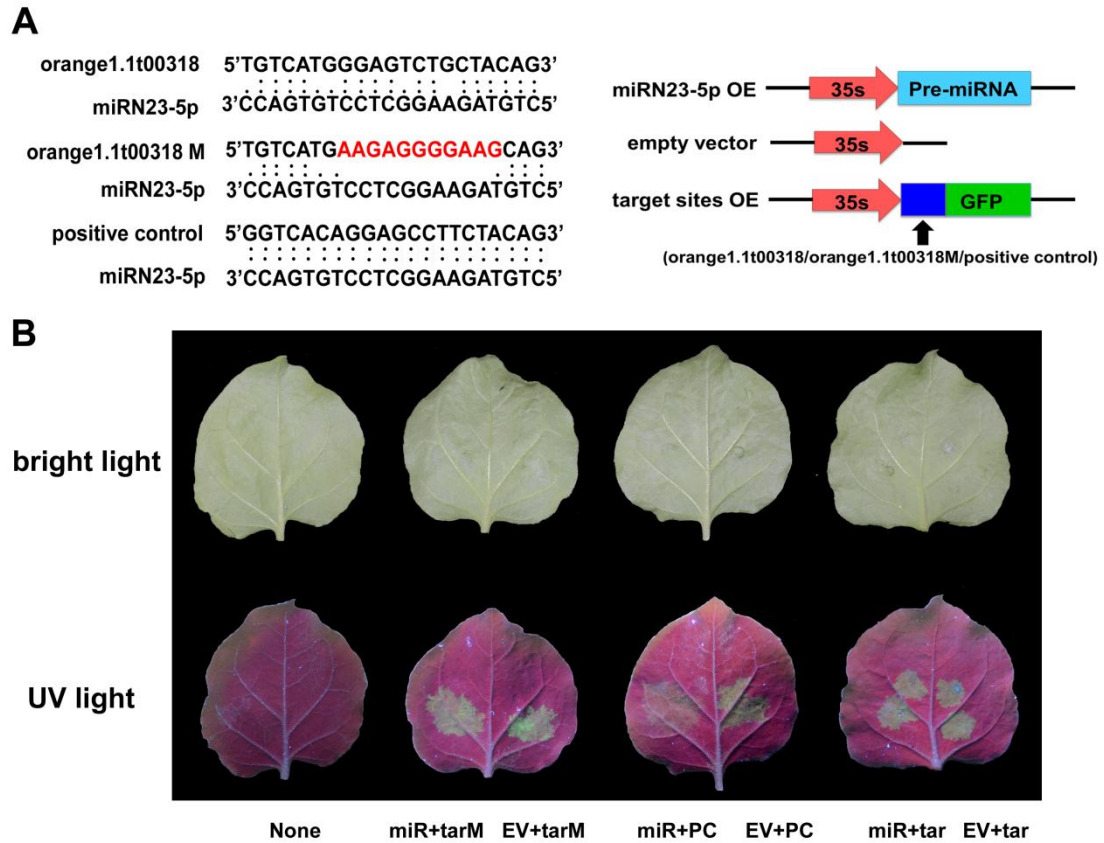

**Figure S6 Transient assay in *Nicotiana benthamiana* could not validate miRN23-5p directed cleavage of the potential target orange1.1t00318.** (A) Overexpression vectors were constructed for transient expression in *Nicotiana benthamiana*. miRN23-5p-OE: construct overexpressing miRN23-5p; empty vector as control; target sites-OE: construct overexpressing the native target sites (orange1.1t00318), the modified target sites insensitive to miRN23-5p (orange1.1t00318M); positive control: construct overexpressing target sites perfectly matched to miRN23-5p. (B) Co-infiltrated leaves and control were photographed at 3 days after infiltration under bright light (top) and UV light (bottom). All the leaves except the first one without any treatment were co-infiltrated with miRN23-5p (left) or empty control (right) along with native target Orange1.1t00318, modified target Orange1.1t00318M and positive control. None: no co-infiltration, negative control; miR: miRN23-5p, tar: native target Orange1.1t00318; tarM: modified target Orange1.1t00318M; PC: positive control.

**Table S1 Primers used for qRT-PCR and transient assay**

**Table S3 Summary of data statistics of sRNA libraries**

**Table S4 Correlation coefficient between sRNA-seq biological replicates.**

**Table S5 Identification and expression of known and novel miRNAs in the poly- and mono-embryonic ovules**

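Supplementary Table S5 gives each miRNA of a pair with its sequence, its loci and its RPM in the 8 libraries of that pair, where RPM is the count of the tag divided by the clean reads of the library and scaled. The miRN numbers of the lists for GF/PU and PK/CM are given separately, so a miRN number can name different sequences in the 2 lists. Of the listed miRNAs counted by sequence here, 148 of 155 in GF/PU and 143 of 148 in PK/CM matched the RPM of the table in all 8 libraries of the pair within 0.06 RPM, the repaired ones by construction. Of the 91 tags used as printed in GF/PU 84 matched, and of the 112 in PK/CM 107 did.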

The common novel miRNAs between two pairs of PU/GF and CM/PK are highlighted in bold. br1/br2: two biological replicates respectively.

**Table S6 Differentially expressed miRNAs identified between the poly- and mono-embryonic ovules within cultivar pair**

FDR: false discovery rate.

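Supplementary Table S6 gives the log2 fold change of each DEM, the polyembryonic over the monoembryonic cultivar, with its FDR. For the 42 of its miRNAs that were counted in GF/PU, the sign was the same here for 41 at each stage, and the median absolute difference in log2 fold change was 0.040 at pre-NEI and 0.098 at NEI. For the 18 in PK/CM the sign was the same for 18 at each stage, with median absolute differences of 0.017 and 0.071. These values come from the same libraries as those of the paper, and repaired tags were chosen by the paper's RPM. Their closeness is therefore largely by construction and no independent evidence. Of the DEMs of the table, 29 of 30 and 36 of 39 in GF/PU, and 7 of 13 and 7 of 13 in PK/CM, were DEMs in edgeR's quasi-likelihood test.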

**Table S8 Differentially expressed miRNAs and their corresponding targets extracted from RNA-seq**

Note: The negative correlation between miRNA and target is highlighted in red, while the positive correlation between miRNA and target is highlighted in bold.  
log2FC: log2 fold change.

How the deposited data were processed for this re-analysis (not part of the article)

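Small RNA from ovules of 4 citrus cultivars was measured at 2 stages with 2 replicates, which makes 16 libraries in 8 conditions. The polyembryonic GF and PK were compared with the monoembryonic PU and CM, each pair at pre-NEI and NEI. The condition and the replicate number of each library were taken from the sample labels and the paper. The days after flowering of PU and CM come from the labels only. Each condition is a single cultivar at a single stage, so cultivar and embryony cannot be told apart within a pair, and the days after flowering of a stage differ between the pairs.

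For each library the authors deposited the raw count of every distinct sequence after removal of adaptors and low-quality reads, without normalization. The totals equalled the clean reads of Supplementary Table S3 in 16 of 16 libraries and ranged from 9525636 to 16113766. Reads of 18–47 nt are included, except in the 4 replicate 1 libraries of GF and PU, which hold 18–30 nt. The paper's comparison with Rfam, mapping to the clementine and sweet orange genomes and prediction of miRN miRNAs were made after these values and were not repeated. A genome was not used here, so positions of the miRNAs are not given and the loci are counted from Supplementary Table S5.

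Each miRNA was counted by the exact sequence given for its pair in Supplementary Table S5, where the printed length equals the stated length and the tag has at least 1 read. Otherwise the nearest tag of the stated length, within 6 edits, was taken if its RPM matched the 8 values of the table within 0.06. Such repaired tags numbered 64 in GF/PU and 36 in PK/CM. Where no tag or several tags met the rule the miRNA was left out, 4 in GF/PU and 3 in PK/CM. Of the tags used as printed, 7 in GF/PU and 5 in PK/CM did not match the RPM of the table in every library. RPM values are counts over the clean reads of the library. Overlap between the pairs was judged by sequence.

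Differential expression was tested with edgeR 4.0.16 (quasi-likelihood test, two-sided, in R 4.3.3 with limma 3.58.1) on the 8 libraries of a pair with 4 groups, TMM normalization over the listed miRNAs, no filter on low counts and Benjamini-Hochberg adjustment within each comparison. DEMs had FDR < 0.05 and an absolute log2 fold change of at least 1. Standard errors were back-calculated as the absolute log2 fold change divided by the square root of the F statistic. The difference in effect between the pairs was tested in one model over the 16 libraries, on the 216 sequences of either list. The same test was applied to tags of 20–24 nt. For miRN23-5p and miR1446a, an exact permutation test of the mean difference in log2(RPM + 0.1) permuted the labels within pair and stage, with 6 splits in each of 4 strata. The strata were treated as independent. Deviations of same-numbered libraries of a cultivar were correlated across the stages (0.671 in GF, 0.616 in PU, 0.697 in PK and 0.609 in CM). The p-values may therefore be too small, and no permutation that keeps these libraries together was made. The share of miRN miRNAs among the DEMs was tested with Fisher's exact test, which treats the miRNAs as independent although some come from one hairpin. Permutation, Fisher and correlation values were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

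The miRNAs given with their values are those that the paper names in its text on small RNA sequencing, and in each pair the 2 with the largest log2 fold change in each direction, as the mean of both stages, among those that were DEMs at both stages with every polyembryonic library on one side of every monoembryonic library. The alternatives were edgeR's exact test with tagwise dispersion, which is the test of the paper's methods, on the 8 libraries or on the 4 of the stage, DESeq2 1.42.0, total clean reads as library size, a filter of at least 10 counts in 2 libraries, the replicate number as a block, isomiRs of 18–26 nt sharing the first 18 nt added to the tag, an FDR limit of 0.06, tags used as printed only, a pseudocount of 1 RPM, and each replicate left out. With a replicate left out each condition has 1 library, so that no DEM calls were made. The alternatives were also applied to the other named miRNAs, and those other than the exact test on the 8 libraries and the block to the miRN share of the DEMs and the DEMs kept at NEI, steps chosen after seeing the data.

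The tests were checked on simulated counts drawn from the means of the libraries. Planted changes exceeded the fold change required of a DEM and fell only on sequences with enough expected reads. Libraries were drawn independently, while same-numbered libraries of the data deviated together. With 40 miRNAs changed, the quasi-likelihood test recovered 21 at each stage in GF/PU and 17 and 18 in PK/CM, with 0, 2, 1 and 1 false calls. For tags, with 200 of 20000 changed, the planned setting, it recovered 0 in each comparison. With 2000 changed it recovered 829 and 907 in GF/PU and 330 and 485 in PK/CM with 2.93% to 5.03% false calls. The setting with 2000 was added after the planned one had recovered 0. All simulations were first run after the first fits to the data had been seen. At the depth of these libraries, 3 reads equal 0.186 to 0.315 RPM, and miRNAs near this level carry large standard errors. The mRNA sequencing, qPCR, histology and transient assays of the paper were not analysed here.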

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

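The tests of replicate batches, of normalization and of independent directions below were chosen only after the results they bear on had been seen. Groups of 2 libraries are too small to tell which library of a condition is outlying, so only the nearest library of each was examined. Other splits of the libraries were counted only for the mean differences of miRN23-5p and miR1446a given above, not for the results in this part. In a model over the 16 libraries, the effect of embryony differed between the pairs (FDR < 0.05) for 44 of 216 sequences at pre-NEI and 53 at NEI, and the named miRNAs among them are given here as the log2 fold change in GF/PU minus that in PK/CM. With total clean reads as library size there were 47 and 48, and miR156e at pre-NEI was also below this limit (−3.40, FDR = 0.0464). With the replicate block, the pairing being taken from the labels (correlations of same-numbered libraries 0.391 to 0.704), there were 62 and 71, and named miRNAs below the limit only with it or total clean reads were miR156e (−2.14, FDR = 0.0043 at pre-NEI and −1.96, FDR = 0.0055 at NEI), miR171c (−1.84, FDR = 0.010 and −1.31, FDR = 0.0498) and, at NEI, miR393b-5p (−1.76, FDR = 0.0068), miRN23-3p (−1.39, FDR = 0.0147) and miR156d (−1.41, FDR = 0.0421). Each arm of a comparison is one cultivar, so differences between cultivars cannot be told apart from these. A stage falls on other days after flowering in GF/PU than in PK/CM, but GF/PU at NEI and PK/CM at pre-NEI share day 3. There the log2 fold changes, GF/PU first, were 9.26 and −1.81 for miRN44, −4.96 and 3.91 for miR398, and −5.79 and 6.62 for miRN31-3p. They were 12.01 and −1.64 for miRN07, 10.29 and 0.66 for miRN25, and −5.96 and 1.37 for miR9560. For miR827-3p they were −0.75 and 4.44, and for miRN18 −1.38 and −5.72. These values argue against day alone for these miRNAs. For miR1446a the gap was small (−1.64 and 0.12), and the other sequences were not compared at one day. For miR398 and miRN44 the contrasts of same-numbered libraries, 4 in each pair, were examined, but not for miRN31-3p, which also had opposite directions in the pairs.

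The miR398 tag was lower in GF than in PU and higher in PK than in CM, with differences between the pairs of −6.73 (FDR = 0.00065) at pre-NEI and −9.08 (FDR = 6.6e-05) at NEI. Its 5.37 ± 3.60 RPM (SD, n = 2) at pre-NEI and 4.79 ± 1.92 RPM at NEI in PK lie above the smallest detectable level, at most 0.315 RPM, in a pair for which the paper does not list miR398. In 8 of 8 contrasts of same-numbered libraries the direction was that of the pair, but each replicate number occurs once in every condition and the libraries of the cultivars separate, so this contrast could not have come out otherwise and by itself cannot tell. With the replicate block the differences were −6.46 (FDR = 4.1e-05) and −9.08 (FDR = 5.4e-07), the pairing being taken from the labels (correlations of same-numbered libraries 0.391 to 0.704). A shift between replicate batches that is equal in both cultivars largely cancels by design, with or without the block. The block is therefore no separate test of such a shift. With total clean reads as library size the larger of the FDR values of the difference was 0.00042. If a library were mislabelled, its nearest library would be of another cultivar, and in 16 of 16 libraries it was of the same cultivar. No tag with 1 substitution had the opposite pattern in GF/PU. Variants in PK/CM, larger sequence differences, reads from other tissue and a batch effect that differs between the cultivars were not tested, so the pattern cannot be told apart from these.

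miRN44 was higher in GF than in PU and lower in PK than in CM, with differences between the pairs of 10.23 (FDR = 2.6e-06) at pre-NEI and 10.95 (FDR = 2.8e-06) at NEI. The direction of the pair was found in 8 of 8 contrasts of same-numbered libraries, which for the same reason cannot tell by themselves. With the replicate block, the pairing being taken from the labels (correlations 0.391 to 0.704), the differences were 10.21 (FDR = 2.1e-08) and 10.95 (FDR = 3.0e-08). A shift between replicate batches that is equal in both cultivars largely cancels by design, with or without the block, so the block is no separate test of it. With total clean reads as library size the larger FDR was 4.9e-06. If the tag had a sequence variant in PU, a tag with 1 substitution would be abundant there. The number of such tags with at least 10 times the reads in PU and at least 1 RPM there was 0. Variants with insertions, deletions or more substitutions, reads from other tissue and a batch effect that differs between the cultivars were not tested, and the tag is a repaired one in both pairs. A difference between the cultivars of a pair that is unrelated to embryony was not tested either, as each pair has a single cultivar of each kind.

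For miRN31-3p, which shares most of its sequence with the miR398 tag, the difference between the pairs was −9.59 (FDR = 3.9e-05) at pre-NEI and −10.96 (FDR = 7.2e-06) at NEI. The miRN07 difference was 8.36 (FDR = 0.020) and 11.82 (FDR = 0.013), and that of miRN25 was 7.51 (FDR = 0.00051) and 9.52 (FDR = 0.00030). For miRN18 it was 4.57 (FDR = 0.00082) and 4.48 (FDR = 0.00095). The miR827-3p difference was −4.86 (FDR = 0.0028) and −5.79 (FDR = 0.00061), and miR9560 differed at NEI by −7.13 (FDR = 0.0024), which rests on PU libraries with 19.1 ± 18.7 RPM. The FDR of each of these with total clean reads as library size stayed below 0.05, the highest being 0.0241 for miRN07 at pre-NEI. Many of these tags are nearly absent from one cultivar. If sequence variants of the tag caused this, tags with 1 substitution and the opposite pattern would be found more often for such miRNAs than for others. They were found for 2 of 28 (7.14%), miRN10 and miRN50, against 8 of 239 (3.35%), a difference that the test does not establish (two-sided Fisher's exact test, p = 0.28). Contamination and larger sequence differences were not tested, so no biological explanation is offered.

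The effect on the miR1446a tag that is listed for GF/PU differed between the pairs by −2.28 at NEI (FDR = 0.0493). It was −2.34 (FDR = 0.116) with total clean reads as library size and −2.31 (FDR = 0.0234) with the replicate block, the pairing being taken from the labels (correlations of same-numbered libraries 0.391 to 0.704).

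Among tags of 20–24 nt, of which the paper tests only those that are listed miRNAs, 61085 were tested in both pairs. Of these, 1608 had FDR < 0.05 and an absolute log2 fold change of at least 1 in the same direction in both pairs at both stages, 1221 up-regulated and 387 down-regulated. A further 581 were called in opposite directions. If the directions of the pairs were independent, 1202 would be expected, and the ratio of the observed to the expected count was 1.34. The ratio was 1.26 with total clean reads as library size, so normalization alone does not account for it. Of the 1608 tags, 8.40% had a tag with 1 substitution and the opposite pattern, against 4.35% of tags that were not called, matched on length and abundance. The limit of 2 times set for this test was only just missed, so sequence variants shared between the cultivars may account for some of them. For how many cannot be told from this test. It searched GF/PU only, for tags with at least 1 RPM and at least 10 times the reads. Variants in PK/CM, rarer variants and larger sequence differences were not examined. The tags fell into 1178 groups that share a stretch of 18 nt, 923 of them with a single tag, so a few sets of overlapping tags do not account for the count, while the number of loci was not measured without a genome. For 1248 of the 1608, all 4 libraries of a cultivar had 0 reads, and 1397 are of 24 nt. In simulated counts with 200 of 20000 tags changed the test recovered 0. With 2000 changed, a setting added after that result had been seen, 2.93% to 5.03% of calls were false. A difference between cultivars in genotype was not tested, since a genome was not used here, and the cultivars of the pairs are not independent samples of polyembryony.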

How the results depend on the processing

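No test of a technical explanation in this part was chosen after a result was seen, except that the alternatives were applied to the other named miRNAs, and those other than the exact test on the 8 libraries and the block to the miRN share and the kept DEMs, after seeing the data. The design, the rule for the named miRNAs and the other alternatives were set before the data were examined. For the 28 results fixed in advance, 199 values were computed under the alternatives, of which 7 became weaker, 1 became stronger, 23 moved and 0 reversed. The others kept their direction and side of the threshold, stayed within 1.5 times for counts, or moved by no more than the spread. With a replicate left out, the spread is the SD of the values with either replicate left out. Both values cannot exceed this limit when the main value lies between them, so it is a weak check. The same rules were used for the other named miRNAs. For the other named miRNAs, 614 values were computed for 70 results, of which 564 stayed, 3 became weaker, 4 stronger, 25 moved and 18 reversed. The cause was not tested for any change in this part. With a replicate left out only log2 fold changes were computed, and none of those of miRN23-5p and miR1446a changed sign.

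Among the counts of DEMs, those in PK/CM were the most open to processing. Against 9 at pre-NEI, it was 15 with edgeR's exact test on the 8 libraries and 15 on the 4 libraries of the stage, 20 with DESeq2, 19 with total clean reads as library size, 24 with the replicate block and 4 with printed tags only (of 111 tested in place of 147). Against 8 at NEI, it was 13 with the exact test on the 8 libraries but 8 on the 4 libraries, 16 with DESeq2 and 25 with the replicate block. In GF/PU only the number at pre-NEI moved by more than 1.5 times, from 30 of 155 tested to 18 of 91 with printed tags only. The pairing behind the block is taken from the labels, and the deviations of same-numbered libraries had correlations of 0.391 to 0.704. With the block, 2 sequences were common DEMs of both pairs at one stage against 0, and miRN23-5p in PK/CM at pre-NEI had a log2 fold change of −1.43 (FDR = 0.0283). With isomiRs added, miR1446a in PK/CM at NEI had −1.39 (FDR = 0.130). The common DEMs at both stages numbered 0 under each alternative, and the sequences with an unadjusted p below 0.05 and the same sign in all 4 comparisons numbered 0 except with the block, where there were 3.

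The DEMs kept in PK/CM numbered 11 of 15 with the exact test on the 8 libraries, 17 of 24 with the block, 13 of 20 with DESeq2 and 10 of 19 with total clean reads, against 6 of 9. In GF/PU 18 of 18 were kept with printed tags only, against 29 of 30. The miRN share of the DEMs in PK/CM at pre-NEI was 54.2% with the block (Fisher's exact test, p = 0.171), 60.0% with DESeq2 (Fisher's exact test, p = 0.0837), 42.1% with total clean reads (Fisher's exact test, p = 1.0), 71.4% with isomiRs (Fisher's exact test, p = 0.117), 70.0% at an FDR limit of 0.06 (Fisher's exact test, p = 0.0899) and 50% with printed tags only (Fisher's exact test, p = 0.625), against 77.8%. With edgeR's exact test the miRN share in PK/CM at pre-NEI was 66.7% on the 8 or the 4 libraries (Fisher's exact test, p = 0.0484). The lowest replicate correlation was 0.819 with RPM, 0.951 over miRNAs and 0.600 with Spearman's rho, against 0.734. Over distinct tags the shares of 24 nt and 21 nt were 53.5% and 8.44%. The number of common tags was 411 of 10974 tested with at least 50 counts in 2 libraries and 5266 of 61085 with the replicate block, against 1608 of 61085.

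With both replicates kept, the 18 values that reversed had an FDR of 0.51 or more under the alternative, and 0.315 or more in the main test. With a replicate left out, a further 15 of 140 values of the other named miRNAs had the other sign (FDR of 0.753 or more in the main test). With isomiRs added, they were −0.26 for miR156a.2 and 0.59 for miR2111 in GF/PU, and in PK/CM −0.62 for miR156a.1, −0.11 for miR156b.1, −0.11 for miR156b.2, −1.75 for miR156b.3, −0.22 and −0.056 for miR156d and −0.031 and −0.33 for miR156e. miR156c in GF/PU at pre-NEI had 0.033 with the exact test on 4 libraries, 0.046 with DESeq2 and 0.0029 with the block, and miR156e in PK/CM at NEI had −0.0098 with the block. With total clean reads, PK/CM values were 0.78 for miR156b.1, 0.13 for miR164b, 0.023 for miR171c and 0.13 for miR393b-5p. Some of these tags had few reads (miR2111 at most 5 in any library), and others such as miR156d (59 to 391 in PK/CM) did not.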

Differences from the paper's values

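No test in this part was chosen after a result was seen. The paper gives clean reads of up to 10 M for each sample, and the deepest library held 16.1 M (16113766), a value to which no alternative applies. Below, a count is taken as within the paper's value when neither is more than 1.5 times the other, and a correlation when it rounds to the paper's value.

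In PK/CM at pre-NEI the paper reports 7 down-regulated DEMs and 4 were found here. Of the alternatives set before the data were examined, those within the paper's value were edgeR's exact test on the 8 libraries (8), the exact test on the 4 libraries (8) and DESeq2 (10), while the others were not. In PK/CM at NEI the paper reports 13 DEMs, 8 up-regulated and 5 down-regulated, and 8 were found, 5 up-regulated and 3 down-regulated. For the total, the exact test on the 8 libraries (13), DESeq2 (16), total clean reads as library size (11) and the filter on low counts (11) were within it, while the exact test on the 4 libraries gave 8. For the up-regulated DEMs they were the exact test on the 8 libraries (7) and on the 4 libraries (6), DESeq2 (10), total clean reads (9) and the filter (8), and for the down-regulated DEMs the exact test on the 8 libraries (6) and DESeq2 (6). The exact test is the one named in the paper's methods.

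Supplementary Table S4 of the paper gives correlations of replicates of 0.94 in PK and 0.85 in CM at pre-NEI, 0.87 in PK and 0.87 in CM at NEI, 0.82 in GF and 0.88 in PU at pre-NEI, and 0.93 in GF and 0.94 in PU at NEI. With log2(RPM) they were 0.782, 0.778, 0.734, 0.746, 0.803, 0.825, 0.798 and 0.792 in the same order. Of the alternatives set before the data were examined, only RPM without logarithm was within the paper's value, in 7 of the 8 conditions. In GF at NEI it gave 0.936 against the paper's 0.93. The log2 fold change of miR398 in GF/PU is 3.30 at pre-NEI and 5.30 at NEI in Supplementary Table S6 of the paper and was −2.79 and −4.70 here. That of miRN23-5p in PK/CM is −5.76 and −5.9 in Supplementary Table S8 of the paper and was −1.48 and −0.98 here. None of the alternatives set before the data were examined closed either gap.

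The paper states that miR398 was absent from PK/CM, and its tag had 5.37 RPM in PK at pre-NEI. It states that miR1446a and miRN23-5p were down-regulated in both pairs at both time points at a looser FDR limit. At an FDR limit of 0.06, miR1446a had FDR values of 0.275 and 0.108 in GF/PU and miRN23-5p had 0.146 and 0.357 in PK/CM. For miR1446a in GF/PU at NEI the replicate block gave 0.0508 and the model over the 16 libraries 0.0352, and for miRN23-5p in PK/CM at pre-NEI the block gave 0.0283. None of the alternatives set before the data were examined brought all 4 comparisons of either miRNA below the limit. The paper states that almost every DEM at pre-NEI was also one at NEI, which 29 of 30 were in GF/PU, while in PK/CM 6 of 9 were. The paper counts 20 miRN miRNAs common to the pairs, and 22 were common by sequence.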

Other observations

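In this part the tests of the miR1446a variants and their normalization, of the primer, of the library batches, of the sign in Supplementary Table S6 and of the shared stretch were chosen only after the results had been seen.

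miR1446a was a DEM in PK/CM and not in GF/PU. One candidate explanation is that the lists give different sequence variants of its 3′ part, which differ by T20A counted from 1 at the 5′ end. If so, the variant listed for GF/PU would not fall in PK/CM. The lower of its log2 fold changes there over both stages was 0.12. With total clean reads as library size the higher FDR of the PK/CM tag was 0.0086, so normalization does not account for its call. The PK/CM tag had 0 reads in the 8 GF and PU libraries and 0 and 0.0451 RPM in PK, so miR1446a in the paper may stand for different small RNAs in the pairs. The paper's qPCR gives miR1446a as higher in PK than in CM. If its primer matches the GF/PU variant, its last 6 nt would mismatch the PK/CM tag, and they had 0 mismatches to the GF/PU tag and 1 mismatch to the PK/CM tag, so the qPCR primer ends on the sequence variant listed for GF/PU. Whether the primer also copied the other variant was not tested. In Supplementary Table S5 the paper gives miR1446a 0.1 RPM in GF NEI replicate 1, where 0.949 was counted, and the other 7 of the 8 values matched.

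Supplementary Table S6 gives miR398 as up-regulated in GF. The RPM values of the paper's Supplementary Table S5 give log2 ratios of GF to PU of which the higher is −3.37, so a reversed sign in Supplementary Table S6 is a candidate explanation. The RPM of the miR398 tag matched those of Supplementary Table S5 in 0 of 8 libraries. For PU NEI, the paper has 20 and 23.5 RPM and 8.03 and 5.83 were counted. miR398 is listed only for GF/PU and miRN31-3p only for PK/CM, and they share a stretch of 20 nt, so one small RNA listed under 2 names is possible. Of 102 miRN sequences, 1 shares at least 18 nt with a conserved sequence. The miRN31-3p tag in GF/PU had log2 fold changes of −2.97 (FDR = 0.0032) and −5.79 (FDR = 3.0e-05), and miRN31-3p and miR398 went in the same directions in both pairs.

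The number of DEMs in PK/CM depends on the normalization. With total clean reads as library size the median log2 fold change of the miRNAs at pre-NEI was 1.00 (0.33 at NEI) against 0.04 with TMM, and in GF/PU it was −0.25 and 0.08. A general shift of miRNA levels against total clean reads may underlie this, and the TMM factors ranged from 0.684 in CM pre-NEI replicate 2 to 1.64 in PK NEI replicate 1. Whether the shift is in the ovules or in the preparation of the libraries was not tested.

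Correlations of replicates with RPM were close to those of Supplementary Table S4. If a few abundant tags set them, they would fall without these tags. Without the 10 most abundant tags the lowest of the 8 was 0.690 and the highest 0.826, against 0.819 and 0.944. The fall was small in GF at pre-NEI, from 0.819 to 0.796, and in CM at NEI, from 0.868 to 0.826. There these tags held 23.3% and 20.7% of the summed RPM of the compared tags. Libraries of the same replicate number deviate together, with correlations of 0.391 to 0.704. Separate sequencing or library batches for replicates 1 and 2 may account for it, as 4 of the 4 replicate 1 libraries of GF and PU have no reads over 30 nt and the other libraries do. In Supplementary Table S3 of the paper, low-quality reads make up 1.87% to 2.25% of the raw reads in replicate 1 and 0.0561% to 0.0651% in replicate 2 of GF and PU, and 0.0568% to 0.0761% in replicate 1 and 0.148% to 0.177% in replicate 2 of PK and CM. In the paper the replicates are ovules from 2 consecutive years, but which replicate number is which year was not found. Biological differences between the years therefore remain possible.

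The other arm of the hairpin, miRN23-3p, had log2 fold changes of −1.83 (FDR = 0.0039) and −1.89 (FDR = 0.0028) in GF/PU and −0.94 (FDR = 0.238) and −0.87 (FDR = 0.294) in PK/CM. In Supplementary Table S8 the paper's values for miRN23-5p in PK/CM are −5.76 and −5.9, which Supplementary Table S6 of the paper also gives for miRN18 in PK/CM, and the values found for miRN18 were −5.75 and −5.94. For miRN02-3p Supplementary Table S6 of the paper gives 5.24 and 6.09 and for miRN02-5p 3.49 and 3.72, while 3.47 and 3.81, and 5.19 and 6.19, were found under the sequences that Supplementary Table S5 prints for these names. No explanation was tested for these values.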
